# VE-1 regulation of MAPK signaling controls sexual development in *Neurospora crassa*

**DOI:** 10.1128/mbio.02264-24

**Published:** 2024-09-16

**Authors:** Sara Cea-Sánchez, Sara Martín-Villanueva, Gabriel Gutiérrez, David Cánovas, Luis M. Corrochano

**Keywords:** sexual development, MAP kinases, *Neurospora*, signal transduction, velvet genes, transcriptional regulation

## Abstract

Sexual reproduction in fungi allows genetic recombination and increases genetic diversity, allowing adaptation and survival. The velvet complex is a fungal-specific protein assembly that regulates development, pathogenesis, and secondary metabolism in response to environmental cues, such as light. In *Neurospora crassa*, this complex comprises VE-1, VE-2, and LAE-1. Deletion of *ve-1* or *ve-2*, but not *lae-1*, leads to increased conidiation (asexual spore formation) and reduced sexual development. Mutants lacking *ve-1* and/or *ve-2* are female sterile and male fertile, indicating that a VE-1/VE-2 complex regulates the development of female structures. During sexual development, we observed differential regulation of 2,117 genes in dark and 4,364 genes in light between the wild type and the ∆*ve-1* strain. The pheromone response and cell wall integrity pathways were downregulated in the ∆*ve-1* mutant, especially in light. Additionally, we found reduced levels of both total and phosphorylated MAK-1 and MAK-2 kinases. *In vitro* experiments demonstrated the binding of VE-1 and VE-2 to the promoters of *mak-1* and *mak-2*, suggesting a direct regulatory role of VE-1/VE-2 in the transcriptional control of MAPK genes to regulate sexual development. Deletion of the photosensor gene *white-collar 1* prevented the light-dependent inhibition of sexual development in the ∆*ve-1* mutant by increasing transcription of the pheromone response and cell wall integrity pathway genes to the levels in the dark. Our results support the proposal that the regulation of the MAP kinase pathways by the VE-1/VE-2 complex is a key element in transcriptional regulation that occurs during sexual development.

**IMPORTANCE:**

Sexual reproduction generates new gene combinations and novel phenotypic traits and facilitates evolution. Induction of sexual development in fungi is often regulated by environmental conditions, such as the presence of light and nutrients. The velvet protein complex coordinates internal cues and environmental signals to regulate development. We have found that VE-1, a component of the velvet complex, regulates transcription during sexual development in the fungus *Neurospora crassa*. VE-1 regulates the transcription of many genes, including those involved in mitogen-activated protein kinase (MAPK) signaling pathways that are essential in the regulation of sexual development, and regulates the activity of the MAPK pathway. Our findings provide valuable insights into how fungi respond to environmental signals and integrate them into their reproductive processes.

## INTRODUCTION

Sexual reproduction is an essential process within the life cycle of eukaryotic organisms. It serves as the primary mechanism driving genetic variation in populations and enhancing adaptability to novel environmental conditions (1, 2). Sexual reproduction has been described in numerous species throughout the fungal kingdom, emphasizing the remarkable conservation of their sexual cycle despite the diversity in their lifestyle and morphology. Indeed, sexual differentiation is a complex process that involves the formation of many distinct cell types and specialized tissues, which differ between different fungal clades (3–5).

In fungi, sexual development initiates upon reception of specific environmental signals, such as nutrients and light (6–13). The environmental signals must be transduced into the cell to promote sexual development, and it has been shown that several signal transduction pathways play key roles in fungal mating and fruiting body morphogenesis. Mitogen-activated protein (MAP) kinase cascades are conserved signaling pathways in eukaryotes that are essential for the regulation of mating and fruiting body formation in fungi (5, 14, 15). Several MAP kinase cascades have been identified in fungi: the pheromone response (PR) pathway, the cell wall integrity (CWI) pathway, and the osmosensing pathway. Blocking of the PR pathway prevents mating and fruiting body formation (14, 16–19). Additionally, other signal transduction pathways have been reported to play a role in sexual development, such as the STRIPAK pathway, the NOX pathway, and the COP-9 and PACC signal transduction pathways (20–26).

Contrary to the highly conserved MAP kinases, the velvet proteins are fungal specific. Velvet proteins are characterized by a DNA binding domain that shares structural similarity with the NF-κB mammalian transcription factors (27) and are widely distributed in fungi (28). The velvet proteins form regulatory complexes responsible for the regulation of development, secondary metabolism, and pathogenicity (20, 29–32). The observations in several fungi suggest that the velvet complex participates in the regulation of sexual development. In *Aspergillus nidulans,* two of the velvet proteins, VeA and VelB, physically interact and activate sexual development in the dark (33). In *Aspergillus flavus*, VeA, VelB, and the methyltransferase LaeA, are required for the formation of sclerotia, the structures where fruiting bodies are produced (34, 35). In *Trichoderma reesei* the VeA homolog, VEL1, also acts as a positive regulator of sexual development (36–38). In *Neurospora crassa*, the velvet complex, composed of VE-1 and VE-2, and the methyltransferase LAE-1, regulates asexual development in response to light (39, 40), and evidence for the role of the velvet complex in sexual development was previously observed as mutants in *ve-1*, *ve-2,* or *lae-1* produced less protoperithecia than the wild type (41).

*N. crassa* is a self-sterile fungus with two distinct mating types, *mat A* and *mat a*. Sexual development initiates with the formation of protoperithecia (immature female organs). Transition from protoperithecia to the perithecial stage (mature female organs) involves the formation of one or more trichogynes, specialized-receptive hyphae that extend from the protoperithecium toward male cells (macroconidia, microconidia, or hyphal fragments) of the opposite mating type by chemotropic attraction. Meiosis occurs within the fertilized perithecium while it expands and melanizes. Finally, it develops a pore (ostiole) at the tip (beak), enabling the ejection of mature ascospores, the products of meiosis, which then form a new mycelium (42, 43). The transcriptomic landscape of *N. crassa* during the formation of the fruiting body has been examined by RNA-sequencing experiments (44, 45), revealing major changes in the transcriptome of developing fruiting bodies during the sexual cycle, as well as a stage-specific expression pattern for many key genes during sexual differentiation. Similar transcriptional changes have also been found by many transcriptome analyses in other fungal species (30, 46, 47). In addition, comparative genomics and transcriptomics analysis between different fungi has allowed the identification of putative regulators of sexual development by selecting those genes that display a conserved and a stage-specific expression profile during sexual development in different lineages (3, 30, 48).

In this study, a comparative genome-wide transcriptional analysis between a wild-type strain and a deletion mutant ∆*ve-1* of *N. crassa* revealed that VE-1, together with VE-2, plays a major role as a light-dependent positive regulator of female fertility and that VE-1 controls sexual development by the regulation of components of the MAP kinase signaling transduction pathways.

## RESULTS

### Proteins VE-1, VE-2, and LAE-1 are required for female fertility during sexual development in *N. crassa*

The observations suggesting a role of the velvet complex in the formation of protoperithecia in *N. crassa* (41), and our previous results showing a link between VE-1 and blue-light photoreception in the regulation of asexual development (40) prompted us to further characterize the roles of the different components of the velvet complex in sexual development and, in particular, their connection with light.

Conidia of wild-type and mutant strains (∆*ve-1,* ∆*ve-2,* ∆*ve-1* ∆*ve-2*, ∆*vos-1*, and ∆*lae-1*) were spread on synthetic crossing medium (SCM) agar plates and incubated at 22°C in continuous darkness and continuous light. After 7 days of incubation, sexual crosses were initiated by applying a suspension of wild-type conidia of the opposite mating type, and plates were incubated for up to 7 additional days to allow perithecia maturation and ascospore formation. In the wild-type strain, initial observations within 24 h post-fertilization revealed minimal tissue differentiation, characterized by a slight increase in size and a subtle darkening in color. As expected, after 5–7 days following fertilization, a significant number of mature perithecia were observed evenly distributed over the plate (Fig. 1A). Comparisons between the wild-type strain and the ∆*ve-1* and ∆*ve-2* mutants revealed defects in sexual development in both dark and light conditions (Fig. 1A and B). The amount of perithecia in the ∆*ve-1* and ∆*ve-2* mutants was reduced to 65% when compared with the wild-type strain in the dark. The alteration of sexual development was more pronounced in light as the amount of perithecia was 2% (∆*ve-1*) or 10% (∆*ve-2*) of that observed in the wild type. The double mutant ∆*ve-1* ∆*ve-2* displayed similar alterations as each single mutant. Deletion of *ve-1* or *ve-2* also affected perithecia maturation, as shown by a reduction in the size of the perithecia and changes in the morphology of the perithecial beak (Fig. 1D; Fig. S1A and B). Ascospore release was rarely observed in crosses where ∆*ve-1* and ∆*ve-2* mutant strains acted as females. Viable ascospores were isolated after crushing the perithecia and manually collecting the ascospores. A mutation in the gene that encodes the other component of the velvet complex, *lae-1*, resulted in a less pronounced effect on perithecia formation. The ∆*lae-1* mutant only produced 40% of the number of perithecia observed in the wild-type strain in darkness and 65% of the wild-type perithecia production in light. No alterations were detected in the formation and maturation of perithecia in a mutant of another velvet gene, *vos-1* (Fig. 1A and B). The reduction in the number of perithecia was due to a reduction in the number of female structures (protoperithecia) in the ∆*ve-1* and ∆*ve-2* mutants in the early stages of sexual development before fertilization (Fig. S2), corresponding to the stages where the accumulation of the velvet complex is observed (Fig. 1C). The accumulation of VE-1 and VE-2 proteins was higher in dark than in light, whereas LAE-1 was observed at all stages of sexual development, regardless of exposure to light.

**Fig 1:**
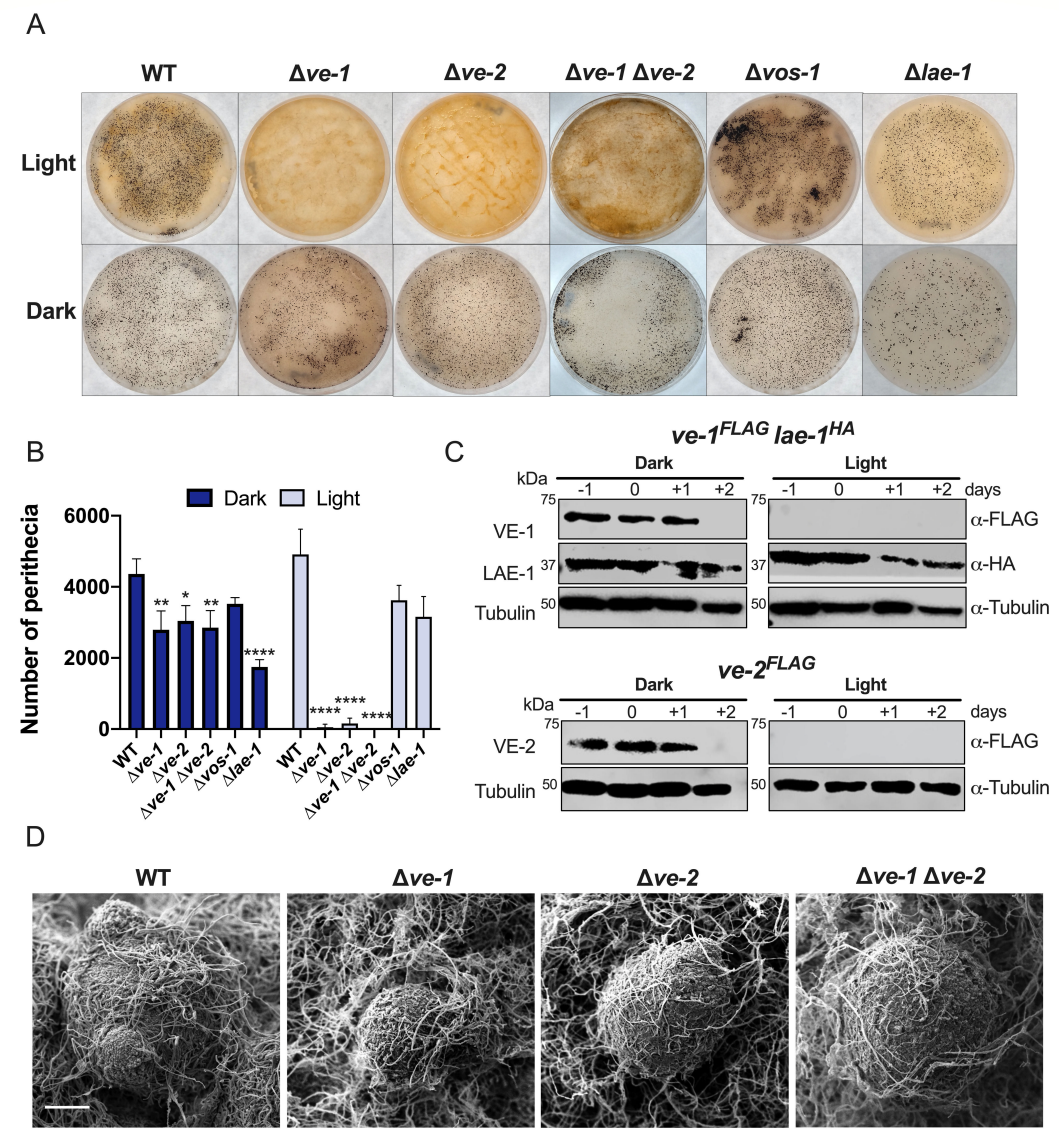
VE-1, VE-2, and LAE-1 participate in the development of female structures during sexual development. (**A**) Formation of perithecia of wild-type, ∆*ve-1,* ∆*ve-2,* ∆*ve-1* ∆*ve-2,* ∆*vos-1*, and ∆*lae-1* strains in SCM plates 7 days after fertilization in light (upper panel) and dark (lower panel). (**B**) Quantification of the total number of perithecia in plates seven days after crossing. The plot shows the mean and standard error of four independent experiments (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). (**C**) Accumulation of proteins for the components of the velvet complex during sexual development. Protein samples from female sexual structures of strains carrying *ve-1^FLAG^*, *ve-2^FLAG^*, or *lae-1^HA^* alleles before or after fertilization at day 0 were separated by PAGE and hybridized with antibodies specific for the FLAG or HA epitopes or for tubulin. Seventy micrograms of proteins were loaded per lane. We used tubulin as a loading control. (**D**) Scanning electron microscopy (SEM) images of the perithecia of the wild-type strain and the ∆*ve-1*, ∆*ve-2*, and ∆*ve-1* ∆*ve-2* strains cultured in complete darkness for 7 days after fertilization. Scale bar = 100 µm. Samples were visualized with a JEOL 6460LV instrument.

Male fertility in the mutants of the velvet complex was not affected, since conidia from all the mutant strains could fertilize protoperithecia of the wild type (Fig. S3). Our findings support the proposal that VE-1 and VE-2, and to a lesser extent LAE-1, are required for the formation of female reproductive structures during the sexual development of *N. crassa*.

### Comparative transcriptomics revealed a role of VE-1 in transcriptional regulation during sexual development

Our discovery that VE-1 was required for gene expression during conidiation, and the alterations observed in sexual development in the ∆*ve-1* mutant, prompted us to characterize the role of VE-1 in transcriptional regulation during sexual development. To identify changes in transcription due to the lack of VE-1, wild-type (FGSC#2489 mat A) and ∆*ve-1* (FGSC#11401 mat A) cultures kept in the dark or in the light from seven stages during the sexual cycle, including the last stages of protoperithecia formation (2 days and 1 day prior to fertilization) and five stages of maturation of perithecia (the fertilization day, day 0, and 1, 4, and 6 days after fertilization), were analyzed by RNA sequencing (Fig. 2A; Data set S1). Identification of differentially expressed genes (DEGs) was carried out using maSigPro, an R package that identifies genes with differences in mRNA accumulation in at least one point in time course RNAseq experiments (49).

**Fig 2:**
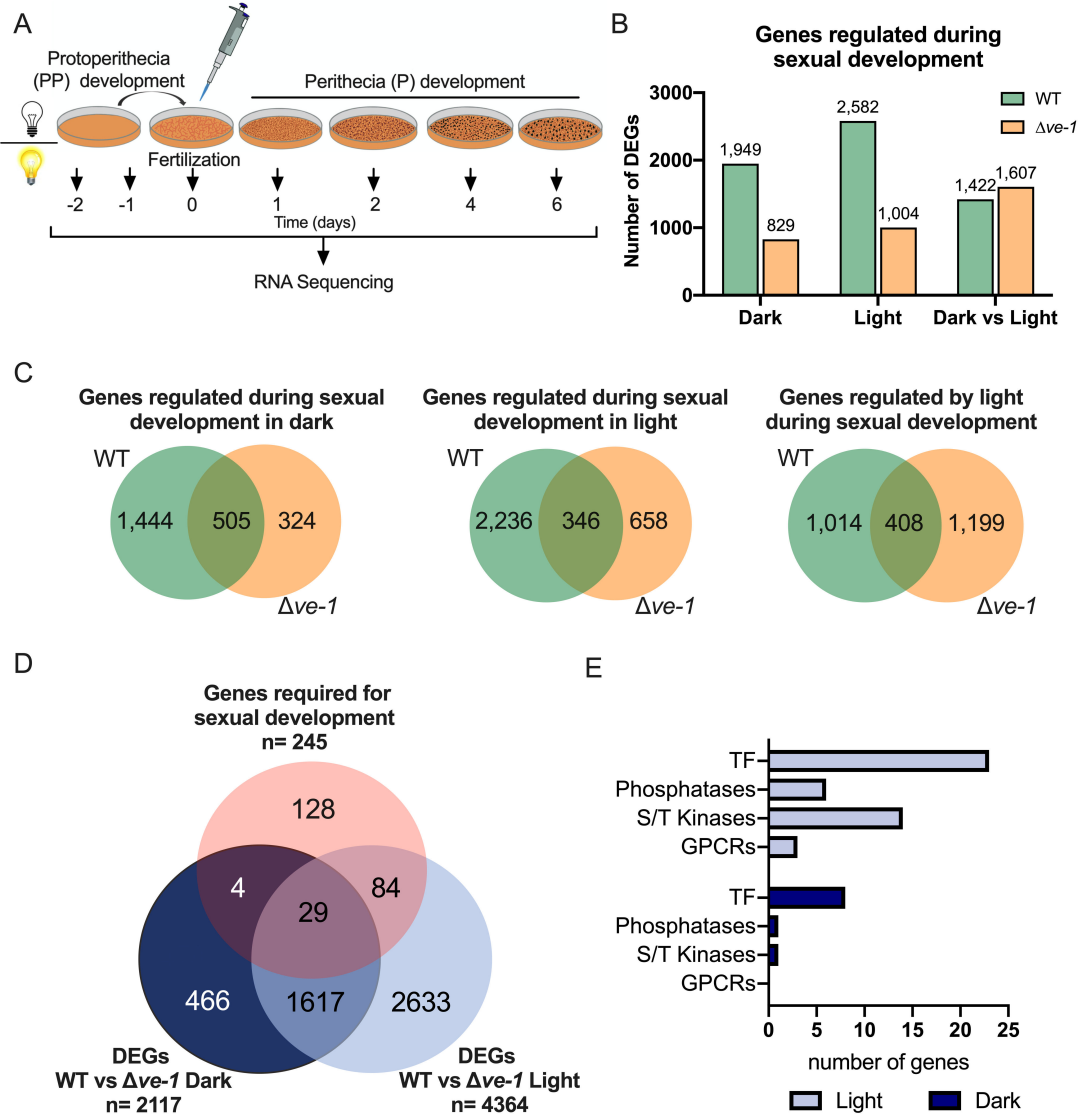
Comparison between the transcriptomes of the wild-type and the ∆*ve-1* strains during sexual development. (**A**) Schematic representation of experimental conditions for the characterization of changes in mRNA accumulation during sexual development. (**B**) Number of DEGs regulated during sexual development in the wild-type and the ∆*ve-1* strains under both experimental conditions (dark and light) and DEGs regulated by light during sexual development in each strain. DEGs were identified using maSigPro, an R package that identifies genes with differences in mRNA accumulation in time course RNAseq experiments. (**C**) Venn diagram comparing the transcriptomic responses of the wild-type and the ∆*ve-1* strains during sexual development (dark and light) and in response to light during the sexual cycle. (**D**) Venn diagram depicting genes misregulated in the ∆*ve-1* under dark and light conditions, and genes that result in a sexual phenotype when deleted as reported by Carrillo et al. (50). (**E**) Bar graph showing the number of VE-1 misregulated genes encoding G protein-coupled receptors (GPCRs), serine/threonine kinases (S/T kinases), phosphatases, and transcription factors (TF) in light and dark.

Our results revealed a major reprogramming of the wild-type transcriptome during sexual development with 1,949 DEGs in the dark and 2,582 in the light. In contrast, a reduction in the number of DEGs during sexual development was observed in the ∆*ve-1* strain, with 829 DEGs in the dark and 1,004 DEGs in the light, corresponding to a 60% reduction under both experimental conditions (Fig. 2B; Data set S2). Furthermore, we compared the transcriptomes during the sexual development of both strains under each experimental condition (Fig. 2C). Of 1,949 DEGs that were identified in the wild-type in the dark, 74% lost their sexual-dependent regulation in the ∆*ve-1* mutant, and deletion of ∆*ve-1* led to a new set of 324 DEGs in the mutant. When cultures were exposed to light, the sexual-dependent transcriptome of wild-type and ∆*ve-1* strains barely overlapped (346 genes, approximately 15% of the wild-type transcriptome), and 658 new genes were regulated during sexual development in the ∆*ve-1* mutant. The sets of genes commonly regulated in both the wild-type and ∆*ve-1* strains were largely comprised of genes predominantly induced in the wild-type strain after fertilization, regardless of whether they were identified under dark or light conditions. Induction of those genes was severely diminished in the *ve-1* mutant (Fig. S4A and B). Principal component analysis (PCA) applied to the commonly regulated gene sets unveiled four discrete sample clusters, each aligning with the respective strain and condition. This pattern was evident solely within the DEGs associated with light conditions (Fig. S4C), but not with dark conditions (Fig. S4A and B). Altogether, these differences are consistent with a more severe phenotype of the ∆*ve-1* strain in the light than in the dark.

### VE-1 controls the expression of genes required for growth and asexual and sexual development during fruiting body formation

To identify genes regulated by VE-1 during sexual development, we made direct comparisons of mRNA accumulation in the wild-type strain with the ∆*ve-1* strain throughout the time course of sexual development under both experimental conditions (dark and light). This analysis revealed major transcriptional changes in the ∆*ve-1* mutant when compared with the wild-type strain in dark (2,117 genes, corresponding to 21% of the *N. crassa* genome). The transcriptional effect of the *ve-1* deletion was larger in light, leading to twice as many misregulated genes (4,364 genes, about 44% of the *N. crassa* genome) (Fig. 2D; Data set S3). We noticed that a large set of genes was regulated by VE-1 in dark and light (1,646 genes, accounting for approximately 75% of DEGs in the dark). This set comprised genes that were induced after fertilization. PCA also displayed four distinct groups, but in this case, the samples of wild type in light and the ∆*ve-1* in dark overlapped, whereas ∆*ve-1* in light was clearly separated from all the others (Fig. S5), in agreement with the observed phenotypes. The set was enriched in genes involved in metabolism and transmembrane transport. An additional set of 2,717 genes was regulated by VE-1 only in light, and they included genes related to biosynthesis, reproduction and cell division, and stress response genes. To identify genes regulated by VE-1 that are essential for sexual development, we used a high-throughput phenotype characterization of the collection of *N. crassa* deletion mutants (50, 51). We identified a total of 33 VE-1-regulated genes in the dark and 113 in the light with a role in sexual development (corresponding to 46% of the *N. crassa* deletion mutants with a phenotype in sexual development) with an overlap of 29 genes identified in dark and light (Fig. 2D). Our results suggest that VE-1 plays a key role in the regulation and coordination of the transcription of genes that are required for sexual development (Fig. 3) and that this VE-1-dependent regulation is larger in light that in dark, which agrees with the more severe phenotype observed in the ∆*ve-1* mutant during sexual development in light.

**Fig 3:**
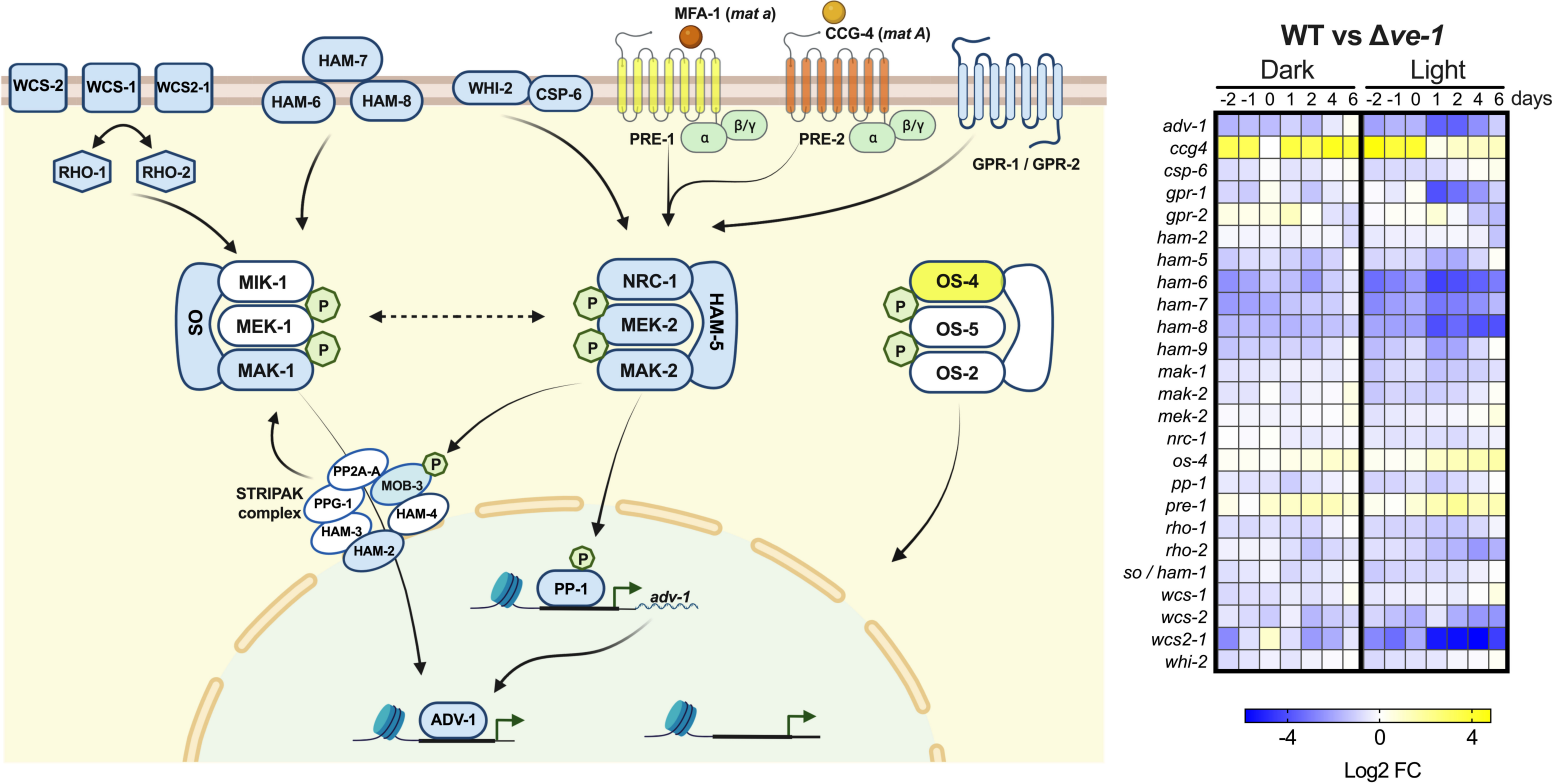
VE-1 regulates the transcription of genes in the MAP kinase signaling transduction pathways required for sexual development. (Left panel) Schematic model of components of the MAP kinase signaling pathways (from left to right, CWI, PR, and OS MAP kinase signaling cascades) that are misregulated in the ∆*ve-1 mat A* strain. Components in blue are downregulated and in yellow are upregulated in the ∆*ve-1 mat A* compared with the wild-type strain *mat A*. We included the mating type pheromone ligand MFA-1 and its cognate receptor PRE-2 specific for *mat a* mating type. MFA-1 and PRE-2 are colored in orange, as we do not have RNA expression data from *mat a* cell acting as the female partner. Green “P” indicates phosphorylation. Dotted arrow depicts crosstalk between modules of different signaling cascades. For simplicity, a number of signaling components and phosphorylation events have been left out. (Right panel) Heatmap showing differential expression values (log2 FC) of DEGs in the mutant ∆*ve-1* compared with the wild-type strain during sexual development in dark and light. The schematic model has been created with BioRender.com

Among the genes regulated by VE-1 that are required for sexual development, we identified genes for G-protein coupled receptors (GPCRs), signal transduction proteins, and transcription factors, suggesting that VE-1 regulates sexual development by altering the transcription of genes involved in signal transduction pathways (Fig. 2E and 3; Table 1; Data set S4).

**TABLE 1:** Selected DEGs with a role in sexual development

Gene ID	Name	Orthologs in *S. cerevisiae*	Sexual alterations^*a*^	FungiDB annotation	DEGs WT			DEGs WT vs ∆*ve-1*		Reference
					Dark	Light	Dark vs light	Dark	Light	
Pheromone response (PR)/female fertility and cell fusion pathway										
NCU00138	*pre-1*	*STE3*	P / A	Pheromone receptor pre-1	NO	NO	NO	NO	YES	(52)
NCU02500	*ccg4*		P / A	Clock-controlled pheromone ccg-4	YES	YES	YES	YES	NO	(53)
NCU06182	*nrc-1*	*STE11*	PP / P / A	MAPKK kinase	NO	NO	NO	NO	YES	(54)
NCU04612	*mek-2*	*STE7*	PP / P / A	Mitogen-activated protein kinase kinase 2	YES	YES	YES	NO	YES	(54)
NCU02393	*mak-2*	*FUS3/KSS1*	PP / P / A	Mitogen-activated protein kinase 2	YES	YES	YES	NO	YES	(55)
NCU00340	*pp-1*	*STE12*	PP / P / A	Transcription factor steA	YES	YES	YES	NO	YES	(55)
Cell wall integrity (CWI)										
NCU09842	*mak-1*	*MPK1*	PP / P / A	Mitogen-activated protein kinase MKC1	NO	NO	YES	NO	YES	(56)
NCU07392	*adv-1*		PP / P / A	Transcriptional regulatory protein pro-1	NO	NO	NO	NO	YES	(50, 57)
Osmosensing pathway (OS)										
NCU03071	*os-4*	*SSK22*	PP / P / A	MAP kinase kinase kinase SskB	NO	NO	NO	NO	YES	(54)
Components of CWI and cell fusion MAP kinase pathways										
NCU02794	*so/ham-1*		PP / P / A	Fso1	YES	YES	NO	NO	YES	(50, 58)
NCU03727	*ham-2*		pp / P / A	Hyphal anastamosis-2 protein	NO	NO	NO	NO	YES	(59)
NCU01789	*ham-5*		pp / P / A	Hyphal anastamosis-5 protein	NO	NO	NO	NO	YES	(60)
NCU02767	*ham-6*		PP / P / A	Hyphal anastamosis-6 protein	NO	NO	NO	YES	YES	(61)
NCU00881	*ham-7*		PP / P / A	Hyphal anastamosis-7 protein	YES	NO	NO	YES	YES	(62)
NCU02811	*ham-8*		PP / P / A	hyphal anastamosis-8 protein	NO	NO	NO	YES	YES	(61)
NCU10518	*whi-2*	*WHI2*	PP / P / A	Fso1	YES	YES	YES	YES	YES	(61, 63)
NCU08380	*csp-6*	*PSR1*	pp / P / A	Plasma membrane phosphatase required for sodium stress response	YES	YES	NO	NO	YES	(64)
NCU06205	*rco-1*	*TUP1*	PP / P / A	Transcriptional repressor rco-1	YES	NO	NO	YES	YES	(65)
Other signaling pathways										
NCU09123	*camk-1*	*CMK1/CMK2*	PP / P / A	Ca/CaM-dependent kinase-1, variant 2	YES	NO	YES	NO	YES	(66)
NCU09071	*dbf-2*	*DBF2/DBF20*	PP / P / A	AGC/NDR protein kinase	NO	NO	NO	NO	YES	(66)
NCU00786	*gpr-1*		p	G-protein coupled receptor	NO	NO	NO	NO	YES	(67)
NCU04626	*gpr-2*		p	G-protein coupled receptor	YES	YES	NO	NO	YES	(68)
NCU07399	*stk-9*	*ENV7*	PP / P / A	Serine/threonine protein kinase-9	NO	YES	YES	YES	YES	(66)
NCU04426	*div-4*	*CAK1*	pp/ p / a	Cell division protein kinase	NO	YES	NO	YES	YES	(66)
NCU03187	*nim-1*	*KIN3*	a	G2-specific protein kinase nimA	NO	NO	NO	NO	YES	(66)
NCU05658	*stk-36*		PP / P / A	Serine/threonine protein kinase-36	NO	NO	NO	NO	YES	(66)
NCU09064	*stk-53*	*KCC4/SNF1/GIN4/HSL1*	A	Serine/threonine protein kinase-53	NO	YES	NO	NO	YES	(66)
NCU00914	*stk-16*	*KIN4/FRK1*	PP / P / a	Serine/threonine protein kinase	NO	YES	YES	NO	YES	(66)
NCU00406	*vel*	*STE20/CLA4/SKM1*	a	Protein kinase CHM1	NO	YES	NO	NO	YES	(66)
NCU06685	*stk-47*	*CTK1*	PP / P / A	Protein kinase	NO	NO	NO	NO	YES	(66)
NCU06330	*dsp-3*		pp / p / a	Hypothetical protein	NO	YES	NO	YES	YES	(64)
NCU08158	*dsp-4*	*YVH1*	a	Dual specificity phosphatase	YES	YES	NO	NO	YES	(64)
NCU08948	*pph-11*	*NEM1*	pp / p / a	NIF domain-containing protein, variant 1	NO	YES	YES	NO	YES	(64)
NCU04600	*pph-8*	*PTC2/PTC3*	pp / p / a	Protein phosphatase-9	YES	YES	YES	NO	YES	(64)
NCU08301	*pp4*		pp / a	Calcineurin-like phosphoesterase	NO	YES	YES	NO	YES	(64)

^*a*^ PP, protoperithecia; P, perithecia; A, ascospores. Text in lower case indicates a reduced number of structures or abnormal structures compared with the WT. Text in upper case shows that the structure is not formed.

### VE-1 controls the expression of predicted G-protein-coupled receptor genes

Genes for 45 G-protein-coupled receptors (GPCRs) have been identified and characterized in the genome of *N. crassa* (67, 69). The absence of VE-1 led to significant differences in the accumulation of mRNAs of seven GPCR genes in the ∆*ve-1* in the dark and 21 in the light. Among them, we identified three GPCRs encoding genes known to participate in signal transduction pathways that are essential for sexual development (Fig. S6; Table 1). One of them was the *pre-1* pheromone receptor gene, which is essential for *mat A-*specific directional growth and fertility (52, 70, 71). Furthermore, we observed that other components of the PR pathway were also misregulated, such as the gene for the *mat A-*specific pheromone precursor, *ccg-4*, and the mating-type genes *mat A-1*, *mat A-2,* and *mat A-3* (Data set S3), which encode transcription factors that are required for transcriptional regulation of *ccg-4* in *mat A* cells (53).

Two other GPCR genes, *gpr-1* and *gpr-2*, play an important role in female fertility (67, 68). Protoperithecia of a ∆*gpr-1* mutant are small, weakly pigmented, and embedded in agar, and fertilized perithecia have deformed beaks without ostioles, and thus, they are incapable of ascospore ejection. Deletion of *gpr-2* provokes loss of perithecial beak phototropism resulting in beaks that bend downward (67). Those defects resemble the phenotype previously observed in the ∆*ve-1* and ∆*ve-2* strains. We observed an increase in the expression levels of *gpr-1* and *gpr-2* after fertilization in the wild-type strain in both dark and light, and this expression was downregulated in the ∆*ve-1* mutant after fertilization, when cultures were exposed to light (Fig. S6; Table 1).

### VE-1 regulates the expression of serine/threonine kinases and serine/threonine phosphatases

Serine/threonine (S/T) kinases and phosphatases play crucial roles in eukaryotic signaling pathways (5, 14, 15, 72). The genome of *N. crassa* contains 86 genes encoding serine/threonine protein kinases (50, 66, 69). Among the 77 previously characterized kinase gene mutants, 33 exhibited defects in sexual development (66). Within our set of VE-1-regulated genes, we identified 38 kinases, of which 15 were required for sexual development (Fig. S7; Table 1). These included genes encoding components of the three MAP kinase signaling pathways, specifically *nrc-1, mek-2* and *mak-2* (PR), and *mak-1* (CWI), which showed decreased mRNA levels in the ∆*ve-1* mutant, unlike *os-4* (OS), which exhibited higher mRNA levels in the ∆*ve-1* mutant. Notably more misregulated kinase genes were identified in cultures exposed to light (37 genes) compared with dark conditions (12 genes).

There are 24 serine/threonine and tyrosine protein phosphatases in the *N. crassa* genome that have been functionally characterized and are required for growth and development (50, 64). Within our list of VE-1-regulated genes, six phosphatases required during sexual development were identified (Fig. S8; Table 1).

### The expression of cell-to-cell fusion genes involved in sexual development is affected in the ∆*ve-1* mutant

Cell fusion events and cell communication play a key role in the life cycle of *N. crassa* and other filamentous fungi (73, 74). Mutants with defective hyphal fusion exhibit alterations in aerial hyphae formation, display a “flat” conidiation phenotype due to shortened aerial hyphae, are also affected in female fertility, and can not develop protoperithecia (54, 58, 59, 61, 74–76). The proteins HAM-6, HAM-7, and HAM-8 form a sensory complex on the cell wall/plasma membrane activating the CWI pathway through the kinase MAK-1 (61). In both dark and light conditions, the ∆*ve-1* mutant showed lower mRNA levels of *ham-6*, *ham-7,* and *ham-8* compared with the wild-type strain (Fig. S9; Table 1). Downregulation was also observed in the cell fusion genes *ham-9* and *whi-2*, involved in the coordination of MAK-1 and MAK-2 during cell fusion, as well as in vegetative growth and development (61, 63). Under light exposure, the ∆*ve-1* mutant exhibited lower mRNA levels in cell-to-cell fusion genes, including *so/ham-1, ham-2, ham-5,* and *mob-3*. Mutants lacking the *so/ham-1* gene (NCU02794) display a pleiotropic morphogenetic phenotype, i.e., shortened aerial hyphae, altered conidiation, and female sterility (58). HAM-5 acts as a MAP kinase scaffold during fusion, and deletion of *ham-5* results in the production of a low number of infertile protoperithecia (60). HAM-2 and MOB-3 are components of the STRIPAK complex, crucial for the nuclear accumulation of MAK-1 in a MAK-2 dependent manner through MOB-3 phosphorylation (77). Downregulation of cell fusion genes supports our observation of defects in protoperithecia formation similar that observed in cell fusion mutants (58, 61, 62).

### VE-1 controls the expression of transcription factors involved in sexual development

Regulation of gene expression by transcription factors (TFs) is crucial for proper coordination of growth and development in all organisms, and they represent the last step in signal transduction cascades. The genome of *N. crassa* harbors 312 TF genes (51, 55), among which 75 TF genes exhibited altered mRNA accumulation in the ∆*ve-1* mutant in the dark (24% of total TFs in the *N. crassa* genome). Exposure to light increased the number of misregulated TFs to 137 (46% of total TFs in *N. crassa* genome) (Fig. S10A). Most of the misregulated TF genes in the dark were also misregulated in the light (60 of 75), and approximately 60% of the genes misregulated in the light were specific for this condition. This suggests a major role for VE-1 in the regulation of TFs during sexual development in light, consistent with the more drastic phenotype of ∆*ve-1* in light. A gene ontology (GO) term analysis of the set of genes that were misregulated in each condition revealed an enrichment of TF genes involved in nitrogen metabolism, development, reproduction, growth, and cell differentiation (Fig. S10B).

Mutants in eight TFs that were misregulated in the dark and 23 in the light displayed different defects in sexual development (alterations in protoperithecia, perithecia, or ascospore formation) according to Carrillo et al. (50), and seven of them were misregulated under both conditions (Fig. S10C). Of the 22 TF genes with at least one sexual alteration in light, the mutation of 10 genes resulted in defects in two aspects of the sexual cycle, and 10 were defective in the three phenotypes tested. Thirteen genes led to alterations in protoperithecia production, with mutants in seven genes leading to a complete block in the formation of premature female organs. This group includes *fsd-1, rco-1, tcf-9, ada-3, ff-7,* and the genes that encode downstream effectors of the signal transduction pathways MAK-2/PR and MAK-1/CWI, *pp-1,* and *adv-1*, respectively (Table 1). There are several crosstalks between the MAK-1/ADV-1 and MAK-2/PP-1 pathways during the regulation of growth and development (78). For example, *pp-1* is the homolog of the *S. cerevisiae STE-12*, and in *N. crassa*, it also directly regulates the expression of *adv-1* (78, 79). The repressor RCO-1 is the homolog of *S. cerevisiae* Tup1, and it has been characterized as a pleiotropic transcription factor involved in cell fusion, growth, and development (76, 80, 81). The beak morphological phenotype of the ∆*ve-1* mutant (Fig. 1D) resembled that of the *bek-1* and *bek-2* mutants (68, 82). Accordingly, the transcription levels exhibited by both genes were lower in the absence of VE-1 (Fig. S11), although only differences in *bek-2* appeared to be statistically significant and only in light (Fig. S10). Our results suggest that VE-1 affects gene regulation during sexual development by altering mRNA accumulation of key TF genes.

### VE-1 requires the WC-1 photoreceptor for light-dependent inhibition of perithecial development

To get further insights into the role of light during sexual development, we compared the transcriptomes in light and dark for each strain to identify genes that were regulated by light during sexual development. Both strains had a similar number of genes regulated by light: 1,422 genes in the wild-type strain and 1,607 in the ∆*ve-1* strain (Fig. 2B). However, the light-dependent transcriptome during sexual development in each strain was very specific, that is, 1,014 genes only responded to light in the wild-type, 1,199 genes only responded to light in the ∆*ve-1* mutant, and only 408 genes were regulated by light in both strains (Fig. 2C). PCA of these 408 genes also revealed four discrete sample clusters, each aligning with the respective strain and condition (Fig. S4C), similar to the PCA of the commonly regulated genes (between wild type and mutant) in light (Fig. S4B). However, the set did not include a majority of genes regulated during the course of sexual development (Fig. S4C) and comprised genes known to respond to light in *N. crassa,* such as *al-2, bli-4, con* genes, *vvd , cry*, and *wc-1* (83).

This observation together with the large reduction in the number of perithecia in the ∆*ve-1* strain in light suggested that WC-1, the photoreceptor component of the WCC transcription factor complex (84, 85), may participate in this regulation. Therefore, we analyzed the sexual phenotype of a double mutant with deletions in *ve-1* and *wc-1*. We observed that the light-dependent repression of sexual development in the single ∆*ve-1* mutant was lost in the double ∆*ve-1* ∆*wc-1* strain since it produced perithecia in light, unlike the single ∆*ve-1* mutant, and with a number similar to that obtained in dark (Fig. 4A and B). Accordingly, the levels of VE-1 in light increased in the ∆*wc-1* mutant (Fig. 4C).

**Fig 4:**
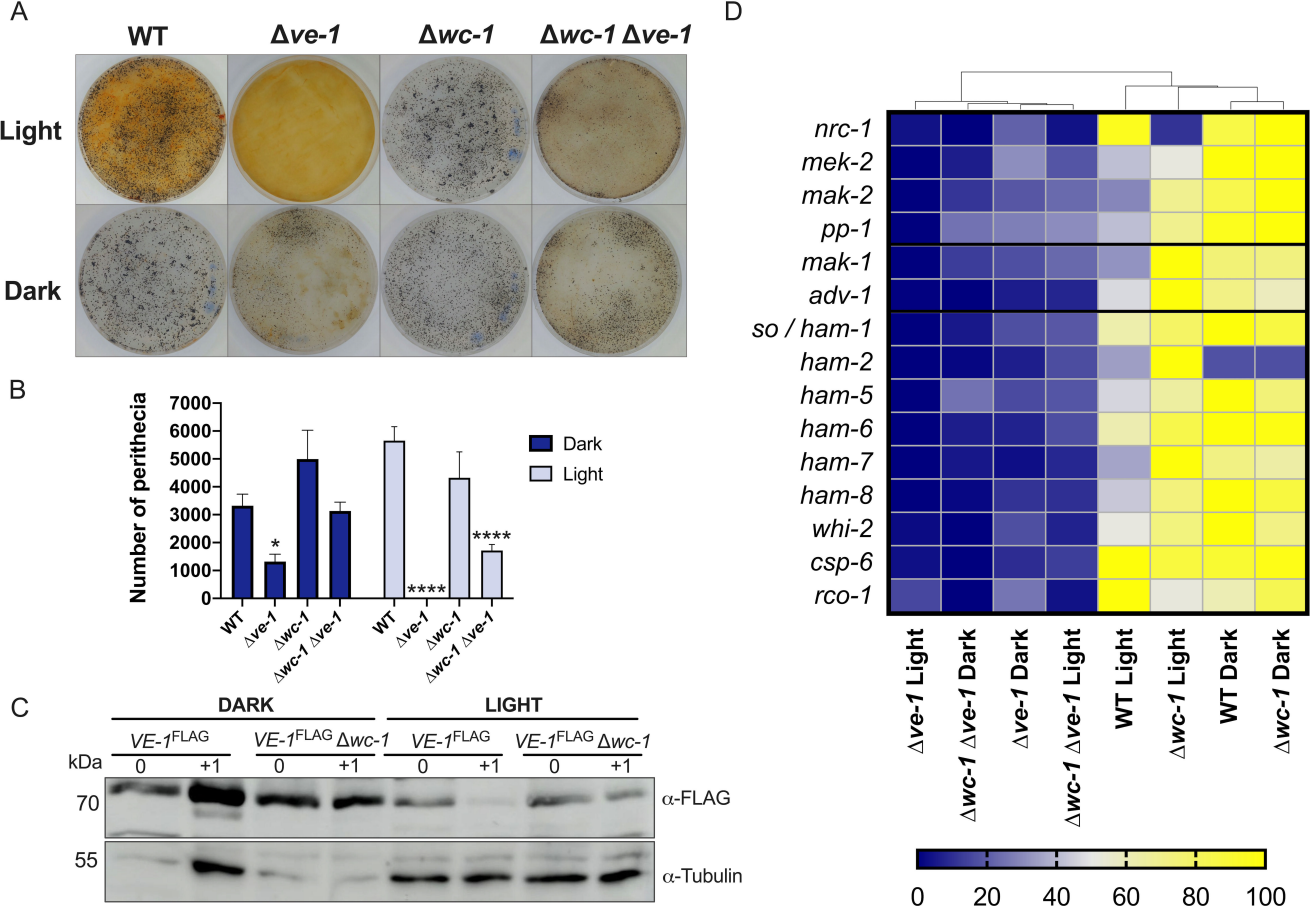
VE-1 requires the WC-1 photoreceptor for light-dependent inhibition of perithecial development. (**A**) Formation of perithecia of wild-type, ∆*ve-1,* ∆*wc-1,* and ∆*wc-1* ∆*ve-1* strains in SCM plate 7 days after fertilization in light (upper panel) and dark (lower panel). (**B**) Quantification of the total number of perithecia in plates 7 days after crossing. The plot shows the mean and standard error of 5–8 independent experiments (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). (**C**) Accumulation of VE-1 during sexual development in the wild type and the ∆*wc-1* mutant. Protein samples from female sexual structures of strains carrying the *ve-1^FLAG^* allele before or 1 day after fertilization were separated by PAGE and hybridized with antibodies specific for the FLAG epitope or for tubulin. Forty micrograms of proteins was loaded per lane. We used tubulin as loading controls. (**D**) Heatmap showing relative transcription levels of the genes of the PR and CWI pathways misregulated by absence of VE-1 during sexual development in the dark or in the light in the wild-type, ∆*ve-1,* ∆*wc-1,* and ∆*wc-1* ∆*ve-1* strains. The hierarchical clustering of the data in the heatmap was performed with clustvis.

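RNA-seq was carried out on 4 strains of *N. crassa* kept in light or in the dark and collected 1 day before fertilization. The strains were the wild type, the ∆*ve-1* mutant, which lacks the velvet protein VE-1, the ∆*wc-1* mutant, which lacks the blue-light photoreceptor WC-1, and the ∆*ve-1* ∆*wc-1* double mutant. Each of the 8 combinations of strain and light condition had 3 libraries. The methods state that RNA was extracted from tissue of biological replicates combined per sample point, and the text does not say how the pools correspond to the libraries. The authors made strand-specific libraries, trimmed the reads with fastp, mapped them with STAR to the OR74A genome (assembly NC12), counted them on 10561 genes with featureCounts on the first strand, and deposited the counts without normalization. The total count per library ranged from 30246878 to 42697941, with a median of 36631798. The range and median were 37118812 to 42075844 and 39952304 for wild-type dark, and 33725400 to 35744865 and 35702297 for wild-type light. They were 33608330 to 33783084 and 33714883 for ∆*ve-1* dark, and 38346006 to 41430509 and 38486048 for ∆*ve-1* light. For the libraries labelled ∆*wc-1*, they were 34706762 to 42697941 and 36985766 in the dark, and 30246878 to 39324617 and 38525493 in light. For those labelled ∆*ve-1* ∆*wc-1*, they were 32515892 to 38834215 and 36277830 in the dark, and 35793109 to 38132358 and 36226753 in light.

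DEGs were computed from these counts with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all 24 libraries with a mean for each condition. The 9412 genes that passed edgeR's filter on low counts were tested, and a DEG had a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. A fit of all libraries has 16 residual degrees of freedom, against 4 for the 6 libraries of 2 conditions, but takes the spread between libraries as alike in all conditions. The biological coefficient of variation was 0.213 in the dark and 0.771 in light for the libraries labelled ∆*wc-1*, and 0.345 to 0.568 in the other conditions. Values are given as CPM, counts scaled to the library total and the TMM factor, with the SD of the 3 libraries.

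The deleted genes were examined first. *ve-1* (NCU01731, chromosome II of NC12, 2607929 to 2611456) had 262 ± 37.1 CPM in wild-type dark and 233 ± 54.8 CPM in wild-type light (SD, n = 3). It had 2.80 ± 0.935 and 5.80 ± 2.34 CPM in ∆*ve-1* dark and light (SD, n = 3), and 5.79 ± 2.14 and 4.60 ± 3.11 CPM in the dark and light libraries labelled ∆*ve-1* ∆*wc-1* (SD, n = 3). *wc-1* (NCU02356, chromosome VII, 2767393 to 2773846) was not lower in the dark libraries labelled as lacking it, and in light the libraries labelled ∆*wc-1* were lower by less than the SD. It had 21.8 ± 5.41 CPM in wild-type dark and 59.9 ± 8.05 CPM in the dark libraries labelled ∆*wc-1* (SD, n = 3), a log2 fold change of 1.46 (SE 0.76, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In light it had 30.1 ± 19.9 CPM in the wild type and 25.0 ± 10.6 CPM in the libraries labelled ∆*wc-1* (SD, n = 3). The libraries labelled ∆*ve-1* ∆*wc-1* had 67.3 ± 53.2 CPM in the dark and 51.5 ± 53.6 CPM in light (SD, n = 3). Counts per gene do not show which part of a gene the reads came from. Because this check does not bear out the labels, the text speaks of the libraries labelled ∆*wc-1* or ∆*ve-1* ∆*wc-1*.

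The libraries differed in composition. The 10 most abundant genes of a library held 6.41 to 9.31% of the counts in wild-type dark and 18.7 to 27.1% in wild-type light, 16.3 to 21.4% in ∆*ve-1* dark and 8.62 to 19.4% in ∆*ve-1* light. For the light libraries labelled ∆*wc-1*, this share was 26.7% in replicate 1, 7.31% in replicate 2 and 6.91% in replicate 3. Even counts were in excess among the genes with more than 100 and up to 1000 counts, where chance gives 50%. Their share was 59.8 to 63.7% in wild-type dark, 80.3 to 90.2% in wild-type light, 73.5 to 82.6% in ∆*ve-1* dark and 61.6 to 71.2% in ∆*ve-1* light. The counts are thus not counts of independent molecules, and limits set from a count of 0 cover counting error only.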

To confirm the derepression of sexual development by the absence of WC-1 in light, we isolated RNAs from the wild-type strain, the ∆*ve-1* and ∆*wc-1* single mutants, and the ∆*ve-1* ∆*wc-1* double mutant 1 day prior to fertilization. We considered DEGs when the log_2_ of the ratio of mRNA accumulation (fold change) was greater than 1 (upregulated) or less than −1 (downregulated). The number of light-regulated genes (DEGs between light and dark) was 1,632 in the wild-type strain, and only 276 in the ∆*wc-1* mutant, as expected. However, the number of DEGs was also very reduced in the ∆*ve-1* mutant (235), and we did not detect any DEG in the double ∆*ve-1* ∆*wc-1* mutant (Data set S5). These results confirm that the absence of VE-1 results in a major alteration in the transcriptional response to light during sexual development that is additive to the absence of the photoreceptor WC-1.

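Of the 9412 genes tested, 1069 were DEGs between light and dark in the wild-type strain, 483 higher and 586 lower in light. Of the other tools and filters, limma-voom with quality weights gave the highest number, 2243 DEGs. Which direction held more DEGs depended on the setting, with 855 higher and 837 lower by DESeq2 on all libraries and 949 and 680 by edgeR on the 6 libraries. Leaving out 1 library gave 541 DEGs without light replicate 1, 546 without dark replicate 1, 658 without dark replicate 2 and 614 without dark replicate 3, and 827 and 1159 without light replicates 2 and 3. Without light replicate 1 of the libraries labelled ∆*wc-1*, which enters only through the spread shared by all libraries, it was 1760. The photoreceptor gene *vvd* (NCU03967, chromosome VI, 2268533 to 2271812) rose from 13.9 ± 4.30 CPM in the dark to 781 ± 275 CPM in light (SD, n = 3), a log2 fold change of 5.81 (SE 0.80, adjusted p = 0.000276 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The carotenoid gene *al-2* (NCU00585, chromosome I, 7920916 to 7924255) rose from 56.1 ± 1.73 to 571 ± 237 CPM (SD, n = 3), a log2 fold change of 3.35 (SE 0.43, adjusted p = 0.000167 from the same edgeR test). The genes *bli-4*, *cry*, *con-6*, *con-10* and *con-13* were higher in light by log2 fold changes of 3.26 to 6.07. All 7 genes remained DEGs with each of the 6 wild-type libraries left out in turn. The clock gene *frq* (NCU02265, chromosome VII, 3131640 to 3136464) rose from 72.6 ± 25.8 to 213 ± 58.5 CPM (SD, n = 3), a log2 fold change of 1.55 (SE 0.44, adjusted p = 0.0247 from the same edgeR test). It was no longer a DEG without light replicate 1 (adjusted p = 0.0545), light replicate 3 (0.0690), dark replicate 2 (0.0969) or dark replicate 3 (0.105). *con-8* (log2 fold change 1.25, edgeR adjusted p = 0.170) and *wc-1* (0.46, edgeR adjusted p = 0.705) were not DEGs. *con-8* was called by DESeq2 run on the 6 wild-type libraries (adjusted p = 0.0366), in a range of 0.0366 to 0.221 over the settings on the same data, and by edgeR with a covariate for the share of the 10 most abundant genes (0.0468) or for even counts (0.0459), both chosen after the data were seen.

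Among the DEGs whose light and dark libraries did not overlap and whose higher mean was at least 10 CPM, the largest rises were those of NCU09859 (chromosome VI, 2748412 to 2749502) and NCU14029 (chromosome I, 6647341 to 6650328). NCU09859 rose from 1.29 ± 1.15 to 507 ± 180 CPM (SD, n = 3; log2 fold change 8.61, SE 1.97, edgeR adjusted p = 0.00792). NCU14029 rose from 7.80 ± 2.38 to 1980 ± 1420 CPM (SD, n = 3; log2 fold change 7.99, SE 1.26, edgeR adjusted p = 0.000617). The largest falls were those of NCU01011 (chromosome V, 2675584 to 2675970; edgeR adjusted p = 0.00511) and NCU09506 (chromosome III, 91057 to 92443; edgeR adjusted p = 0.0129). They had 11.4 ± 11.2 and 10.2 ± 9.13 CPM in the dark (SD, n = 3) and no count in any light library. Their rank as the largest falls thus depends on how the fit treats counts of 0, and only limits can be given for both genes. With a floor of 3 counts per library, 0.1099 CPM, they were at least 103-fold and at least 92.9-fold lower in light, or at least 49.1-fold without dark replicate 1 for NCU01011 and at least 54.7-fold without dark replicate 3 for NCU09506. Neither was a DEG by limma-voom (adjusted p = 0.128 and 0.215, the highest over the other settings, whose lowest were 1.86e-10 and 1.59e-09), and NCU09506 was not one with either covariate. The wild-type light libraries had few weakly counted genes, 70 to 316 genes with 1 to 10 counts against 496 to 538 in wild-type dark, so a count of 0 limits the level less there.

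No gene was a DEG between light and dark in the libraries labelled ∆*wc-1* by edgeR, with 1323 genes at an unadjusted p below 0.05. DESeq2 called 244 genes in a fit of all 24 libraries and 104 in a fit of these 6, limma-voom called 286, and edgeR on these 6 libraries called 0. The 104 became 52, 24 and 31 without dark replicates 1, 2 and 3, and 275, 340 and 200 without light replicates 1, 2 and 3. Without light replicate 2, edgeR called 116 genes, and without light replicate 1, which had the high share of counts in its 10 most abundant genes, it called only *pho-5* (NCU08325; adjusted p = 0.0138). Without wild-type dark replicate 2, which enters only through the shared spread, it called NCU00732, and without wild-type dark replicate 3 it called NCU00732, *gh16-1*, NCU04603 and *pho-5*. These genes were chosen after their values were seen. In these libraries *vvd* had 5.74 ± 2.63 CPM in the dark and 4.49 ± 2.29 CPM in light (SD, n = 3), a log2 fold change of -0.37 (SE 0.66, edgeR adjusted p = 0.781).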

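In the ∆*ve-1* mutant, 10 genes were DEGs between light and dark, 8 higher and 2 lower in light, and 7 of them were also DEGs of the wild-type strain in the same direction. At an unadjusted p below 0.05 there were 547 genes. Of the other tools and filters, limma-voom gave the highest number, 335 DEGs, of which 105 were shared with its wild-type DEGs in direction. Each library had a large weight in the number of DEGs by edgeR. Without light replicate 1 there were 5 DEGs (NCU08768, NCU09209, NCU09210, NCU16408 and NCU17113), without light replicate 2 there was 1 (NCU17113) and without light replicate 3 there were 3 (NCU00052, *vvd* and NCU17113). NCU08768 and NCU00052 were not among the 10. Without dark replicate 1 there were 0, without dark replicate 2 there was 1 (NCU17113) and without dark replicate 3 there were 2 (NCU09650 and NCU17113). The genes outside *vvd* and the largest changes were chosen after their values were seen. Through the shared spread alone, the number was 6 without wild-type dark replicate 1, 6 without dark replicate 2 and 17 without light replicate 1 of the libraries labelled ∆*wc-1*. *vvd* rose from 38.1 ± 15.8 to 703 ± 403 CPM (SD, n = 3), a log2 fold change of 4.21 (SE 0.75, adjusted p = 0.0244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The edgeR call was lost without light replicate 1 (adjusted p = 0.0886) or 2 (0.0524) and without dark replicate 1 (0.164), 2 (0.176) or 3 (0.151). In these fits the log2 fold change of *vvd* stayed at 3.63 to 4.42. *al-2* had 99.9 ± 18.8 CPM in the dark and 258.5 ± 52.6 CPM in light (SD, n = 3; log2 fold change 1.37, SE 0.40) and was not a DEG (edgeR adjusted p = 0.358). It was one by DESeq2 on the 6 libraries (adjusted p = 0.00218), by limma-voom and with either covariate, in a range of 0.00218 to 0.453 over the settings without a covariate. By edgeR, *bli-4* (log2 fold change 1.76), *con-6* (3.34), *con-10* (2.26) and *frq* (1.31) were not DEGs in this strain, with adjusted p between 0.529 and 0.736. DESeq2 on the 6 libraries called *bli-4*, *con-6* and *con-10*, DESeq2 on all libraries *con-6*, and limma-voom *con-10* and *frq*.

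The largest changes among the DEGs whose light and dark libraries did not overlap and whose higher mean was at least 10 CPM were rises of NCU17113 (chromosome VI, 2278124 to 2279737) and NCU16408 (chromosome I, 6050368 to 6051530) and falls of NCU09650 (chromosome IV, 68362 to 68930) and NCU00607 (chromosome I, 7857817 to 7858572). NCU17113 rose from 1.10 ± 0.979 to 349 ± 57.8 CPM (SD, n = 3; log2 fold change 8.32, SE 1.16, edgeR adjusted p = 0.00469, and 0.0811 without dark replicate 1). NCU16408 rose from 0.398 ± 0.368 to 30.7 ± 29.5 CPM (SD, n = 3; log2 fold change 6.22, edgeR adjusted p = 0.0336). By edgeR it lost the call without light replicate 2 (adjusted p = 0.0808) or 3 (0.152) and without dark replicate 1 (0.173), 2 (0.176) or 3 (0.151), and on the 6 libraries alone (0.0878, in a range of 6.90e-08 to 0.0878 over the other settings). With 1 of these libraries left out, its log2 fold change was 5.17 to 6.98. NCU09650 fell from 193 ± 130 to 0.400 ± 0.182 CPM (SD, n = 3; log2 fold change -8.93, edgeR adjusted p = 0.0244). Its call by edgeR was lost without light replicate 1 (adjusted p = 0.124), 2 (0.1295) or 3 (0.105) and without dark replicate 1 (0.0811) or 2 (0.0736). Its log2 fold change in these fits was -9.24 to -8.37. NCU00607 fell from 763 ± 158 to 45.5 ± 16.4 CPM (SD, n = 3; log2 fold change -4.07, edgeR adjusted p = 0.0244). By edgeR it lost the call without any 1 of the 6 libraries, with adjusted p of 0.134, 0.133 and 0.0910 without light replicates 1, 2 and 3 and 0.0811, 0.0736 and 0.0825 without dark replicates 1, 2 and 3. The log2 fold change of NCU00607 stayed at -4.31 to -3.81 in these fits.

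In the libraries labelled ∆*ve-1* ∆*wc-1*, edgeR called no DEG between light and dark, with 125 genes at an unadjusted p below 0.05. DESeq2 called 2 genes in the fit of all libraries (NCU08085 and NCU09173) and 1 in the fit of these 6 (NCU00607), and limma-voom called 0; these genes were chosen after their values were seen. *vvd* had 20.7 ± 13.3 CPM in the dark and 19.2 ± 18.3 CPM in light (SD, n = 3; log2 fold change -0.11, edgeR adjusted p = 1). The fit takes the libraries as independent. But dark replicate 1 and light replicate 3 of these libraries had a Spearman correlation across genes of 0.992, the highest of any 2 libraries, against at most 0.945 within the dark or the light libraries of this strain. Dark 2 and light 2 had 0.964 and dark 3 and light 1 had 0.963, but dark 2 and light 2 were each nearer to ∆*ve-1* dark replicate 1 (0.969 and 0.971). Whether libraries share tissue or a batch was not tested, and 0 DEGs do not show the absence of a light effect.

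The size of the light effect was then taken over the wild-type DEGs, whatever their p in the other strains. These genes were chosen for their light effect in the wild type, which sets its own medians beyond 1. The median log2 fold change of the 483 genes higher in wild-type light was 2.17 in the wild type and 0.08 in ∆*ve-1*, where the medians of the light libraries against the dark mean were -0.21, 0.09 and 0.42. It was 0.34 for the libraries labelled ∆*wc-1* (0.73, -0.01 and 0.24 by library) and -0.07 for those labelled ∆*ve-1* ∆*wc-1* (-0.49, 0.33 and -0.22). For the 586 genes lower in wild-type light, the medians were -1.85 in the wild type, -0.06 in ∆*ve-1*, -0.27 for the libraries labelled ∆*wc-1* and 0.10 for those labelled ∆*ve-1* ∆*wc-1*. The share of the higher genes that moved in the wild-type direction was 55.3% in ∆*ve-1*, 70.2% and 42.0% in the other strains in the same order. The SD of the library medians in these strains was 0.221 to 0.461, and no median exceeded the SD of its own libraries. With covariates for the share of the 10 most abundant genes and for even counts, chosen after the data were seen, the contrast was smaller. The medians of the higher genes were then 1.31 and 1.32 in the wild type and 0.26 and 0.46 in ∆*ve-1*, and those of the lower genes -1.27 and -1.26 in the wild type and -0.28 and -0.42 in ∆*ve-1*. In the other 2 strains they lay between -0.08 and 0.15. The share of the 10 most abundant genes may itself be part of the light response. In the wild type, *eas* alone held 0.127% of the counts in the dark and 7.28% in light. A smaller contrast with this covariate thus need not reflect a technical cause.

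**Figure D1:**
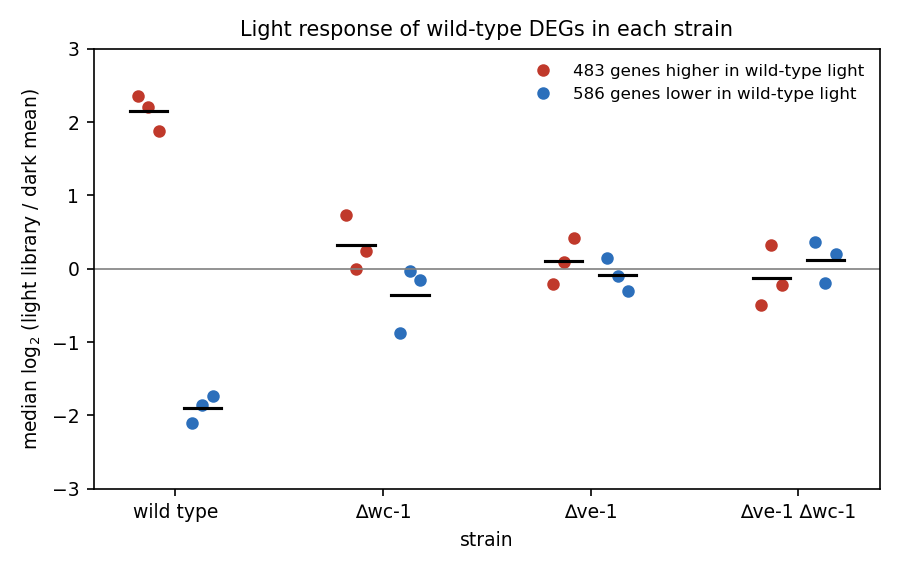
Median log2 ratio of each light library to the mean of the dark libraries of its strain, over the 483 genes higher (red) and the 586 genes lower (blue) in wild-type light; points are libraries and bars are means of 3 libraries. The wild-type libraries lie at 1.88 to 2.35 and at -2.10 to -1.73, and the libraries of the other strains at -0.49 to 0.73 and at -0.88 to 0.36.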

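Numbers of DEGs per strain do not test whether strains differ, so the difference between the light effects was tested for each gene in the same fit. The light effect in ∆*ve-1* differed from that in the wild type for 74 genes (1875 at an unadjusted p below 0.05). This number rested on single libraries. It was 0, 0 and 4 without ∆*ve-1* light replicates 1, 2 and 3, 2, 0 and 17 without ∆*ve-1* dark replicates 1, 2 and 3, 1 without wild-type light replicate 1, and 0, 1 and 10 without wild-type dark replicates 1, 2 and 3, and 103 and 74 without wild-type light replicates 2 and 3. Where these counts were 4 or fewer, the genes were NCU02969, NCU06575, NCU07017, NCU07355, NCU00732 and NCU16721, chosen after their values were seen. Through the shared spread alone, it was 4, 4 and 22 without dark replicates 1, 2 and 3 and 527 and 29 without light replicates 1 and 3 of the libraries labelled ∆*wc-1*, and 31 and 150 without dark replicates 1 and 2 and 129 and 40 without light replicates 2 and 3 of those labelled ∆*ve-1* ∆*wc-1*. For the libraries labelled ∆*wc-1*, 230 genes differed from the wild type. Without dark replicate 1 or 2 of these libraries the number was 130 and 58, without wild-type light replicate 1 it was 143, and without wild-type dark replicate 1 or 3 it was 149 and 90. For the libraries labelled ∆*ve-1* ∆*wc-1*, 290 genes differed. Without light replicate 1 or 2 of these libraries the number was 113 and 566, without dark replicate 1, 2 or 3 it was 171, 97 and 590, without wild-type light replicate 1 it was 153, and without wild-type dark replicate 1 or 3 it was 166 and 140. Without light replicate 1 of the libraries labelled ∆*wc-1*, it was 652. limma-voom gave 1652 genes for ∆*ve-1*, where covariates for the share of the 10 most abundant genes and for even counts, chosen after the data were seen, gave 22 and 30, of which 7 and 5 were among the 74. limma-voom gave 1512 genes for the libraries labelled ∆*wc-1*. For those labelled ∆*ve-1* ∆*wc-1*, DESeq2 on all libraries gave 755 and edgeR on the libraries compared 84.

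For *vvd*, the light effect was smaller than in the wild type by a log2 difference of -6.18 for the libraries labelled ∆*wc-1* (SE 1.01, adjusted p = 0.00317 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of -5.92 for those labelled ∆*ve-1* ∆*wc-1* (SE 1.00, edgeR adjusted p = 0.00383). Both differences remained past the threshold with each of the 12 libraries involved left out in turn. Most other genes were less stable than *vvd*. In the libraries labelled ∆*wc-1*, *bli-4*, *cry*, *con-6*, *con-10* and *con-13* passed by edgeR (log2 differences of -7.51 to -4.43, adjusted p of 0.0134 to 0.0461). *bli-4* lost its call without light replicate 2 (adjusted p = 0.0521) or dark replicate 2 (0.0807), and *cry* and *con-6* lost theirs without dark replicate 2 (0.0671 and 0.0536). *con-10* kept its edgeR call only without wild-type light replicate 1 (adjusted p of 0.0558 to 0.1315 without each of the other 11 libraries), and *con-13* only without light or dark replicate 3 (0.0535 to 0.162 without each of the other 10). In the fits without a call, the log2 differences were -4.94 to -3.63 for *con-10* and -6.37 to -4.67 for *con-13*. With the label ∆*ve-1* ∆*wc-1*, *bli-4*, *con-6* and *con-13* passed by edgeR (log2 differences of -6.44 to -4.08, adjusted p of 0.0243 to 0.0251). Their calls were lost without light replicate 1 (adjusted p = 0.0810, 0.0810 and 0.0880), dark replicate 2 (0.0631, 0.0651 and 0.0689) or wild-type dark replicate 1 (0.05575, 0.0697 and 0.0580). *bli-4* also lost its edgeR call without dark replicate 1 (adjusted p = 0.0582), *con-6* without wild-type dark replicate 3 (0.0538), and *con-13* without light replicate 3 (0.05455), wild-type light replicate 1 (0.0527) or wild-type dark replicate 3 (0.0668). *cry* and *con-10* did not pass there by edgeR (adjusted p = 0.0656 and 0.0677), but *cry* did without dark replicate 3 (0.04285) and *con-10* without light or dark replicate 3 (0.0272 and 0.0257). *con-8* did not pass for either label (edgeR adjusted p = 0.135 and 0.314). In ∆*ve-1* the difference for *vvd* was -1.61 (SE 0.93, edgeR adjusted p = 0.328). For *al-2*, the difference was -3.69 for the libraries labelled ∆*ve-1* ∆*wc-1* (SE 0.57, edgeR adjusted p = 0.00184). It was -2.69 for those labelled ∆*wc-1* (SE 0.56, edgeR adjusted p = 0.0133), where the call was lost without dark replicate 2 (adjusted p = 0.0552). In ∆*ve-1* it was -1.98 (SE 0.55, edgeR adjusted p = 0.0757), past the threshold under 4 of 8 other settings, with adjusted p from 0.000391 to 0.0977. With a covariate chosen after the data were seen, it was -0.80 for the share of the 10 most abundant genes and -0.49 for even counts, not past the threshold. For *frq* the difference was -0.24 in ∆*ve-1* and -1.93 and -1.70 for the libraries labelled ∆*wc-1* and ∆*ve-1* ∆*wc-1* (edgeR adjusted p = 0.840, 0.102 and 0.127); for ∆*ve-1* ∆*wc-1* it passed without light replicate 3 (edgeR adjusted p = 0.0454).

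Additivity was tested as the departure of the light effect in the libraries labelled ∆*ve-1* ∆*wc-1* from the sum of the changes seen for ∆*ve-1* and for those labelled ∆*wc-1*, on the log2 scale. By edgeR, 616 genes had an unadjusted p below 0.05 for this departure, and 1 gene passed after adjustment, NCU00732 (chromosome I, 7386748 to 7388890; chosen after its values were seen). Its departure was -12.89 (SE 2.11, edgeR adjusted p = 0.0481), and it passed in 5 of the 24 fits with 1 library left out, with an adjusted p of up to 0.218 in the other fits. DESeq2 called 20 genes on all libraries, limma-voom 4 (NCU01055, NCU05630, NCU07355 and NCU08011) and edgeR with RLE normalization 0. Leaving out 1 library gave 4 genes without wild-type light replicate 2 (NCU00732, NCU01496, NCU05870 and NCU06077), 2 without light replicate 1 of the libraries labelled ∆*ve-1* ∆*wc-1* (NCU07736 and NCU09103), 1 without wild-type light replicate 3 (NCU07355), and otherwise NCU00732 alone or 0; these were also chosen after their values were seen. For *vvd* the departure was 1.86 (edgeR adjusted p = 0.950). A departure short of the threshold does not show that the effects add up, since its standard error combines those of 8 conditions. The fit also takes the libraries labelled ∆*ve-1* ∆*wc-1* as independent, although dark replicate 1 and light replicate 3 were more alike than any other 2 libraries. Genes higher in wild-type light were also chosen 9 times without 1 dark and 1 light wild-type library. In these 2 libraries their median light effect was 2.24 on average. It was 0.38 in ∆*ve-1*, 0.21 for the label ∆*wc-1* and -0.10 for ∆*ve-1* ∆*wc-1* (-0.89 to 0.52 by pair of libraries). The sum of both losses lies below that range, which argues against additivity on the log2 scale for these genes as a set. The likeness across light was not corrected for. From its numbers of light-regulated genes in the wild type, both single mutants and the double mutant, the paper concludes that the absence of VE-1 causes a major alteration of the transcriptional response to light that is additive to the absence of WC-1.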

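The 15 genes of the PR and CWI pathways shown in Fig. 4D are *nrc-1*, *mek-2*, *mak-2*, *pp-1*, *mak-1*, *adv-1*, *so*, *ham-2*, *ham-5*, *ham-6*, *ham-7*, *ham-8*, *whi-2*, *csp-6* and *rco-1*. In light, all 15 were higher in the libraries labelled ∆*ve-1* ∆*wc-1* than in ∆*ve-1*, by a median log2 fold change of 0.70 and a range of 0.13 to 1.60. None was a DEG by edgeR, with 4 at an unadjusted p below 0.05, a smallest adjusted p of 0.428 for *ham-6*, and none when adjusted over the list alone. DESeq2 called 0 of them and limma-voom called *mek-2* (adjusted p = 0.0474, in a range of 0.0474 to 0.937 over the other settings). *mak-1* (NCU09842, chromosome V, 5921173 to 5925111) had 74.8 ± 27.5 CPM in ∆*ve-1* light and 125 ± 35.4 CPM in the light libraries labelled ∆*ve-1* ∆*wc-1* (SD, n = 3), a log2 fold change of 0.75 (SE 0.34, adjusted p = 0.581 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *mak-2* (NCU02393, chromosome VII, 2654598 to 2657461) had 161 ± 66.0 and 289 ± 95.6 CPM (SD, n = 3), a log2 fold change of 0.84 (SE 0.43, edgeR adjusted p = 0.646). *pp-1* (NCU00340, chromosome III, 3507722 to 3512003) had 97.5 ± 43.1 and 174 ± 21.1 CPM (SD, n = 3), a log2 fold change of 0.83 (SE 0.35, edgeR adjusted p = 0.492). *ham-6* (NCU02767, chromosome I, 9272188 to 9275044) had 2.12 ± 0.974 and 6.42 ± 4.96 CPM (SD, n = 3), a log2 fold change of 1.60 (SE 0.63).

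As a set, the 15 genes were higher by limma's camera test with a preset correlation of 0.01 (p = 7.00e-07) and by fry (p = 0.0236), but not with a correlation between genes estimated from the data, an alternative chosen after the data were seen (p = 0.0596). The medians by library of the light libraries labelled ∆*ve-1* ∆*wc-1* against the ∆*ve-1* light mean were 1.07, 0.22 and 0.61. The median log2 CPM of the 15 genes in each library, relative to the mean of all libraries, was -0.83 ± 0.57 in ∆*ve-1* light and -0.14 ± 0.30 in the light libraries labelled ∆*ve-1* ∆*wc-1* (SD, n = 3; exact permutation test, two-sided p = 0.2, and 0.3 with Benjamini-Hochberg adjustment over 6 comparisons; 3 libraries against 3 cannot give less than 0.1). It was -0.72 ± 0.06 in ∆*ve-1* dark (SD, n = 3), below every light library labelled ∆*ve-1* ∆*wc-1* (exact permutation p = 0.1, adjusted 0.2). The ∆*ve-1* light libraries lay at -0.18, -1.04 and -1.25, replicate 1 above and replicates 2 and 3 below all ∆*ve-1* dark libraries (exact permutation p = 0.8, which does not show that the 2 conditions are alike).

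Against ∆*ve-1* in the dark, all 15 genes were also higher in the light libraries labelled ∆*ve-1* ∆*wc-1*, by a median of 0.72, and of 0.38 with a covariate for the share of the 10 most abundant genes, chosen after the data were seen (limma's camera p = 1.19e-06, fry p = 0.0231, estimated correlation p = 0.0647, all without the covariate; camera with the preset correlation and the covariate p = 7.72e-05). None of them was a DEG by edgeR, with 6 at an unadjusted p below 0.05, and DESeq2 and limma-voom called none of them. Over all genes, edgeR called 2 DEGs, NCU09968 and NCU09969, limma-voom 3, and DESeq2 48 on all libraries and 79 on these 6. The edgeR number was 8 without light replicate 1 of the libraries labelled ∆*wc-1*, and 4 without dark replicate 3 or light replicate 1 or 2 of those labelled ∆*ve-1* ∆*wc-1*, where NCU02470, NCU05236, NCU10011 and NCU10687 were among them (chosen after their values were seen). Between ∆*ve-1* light and ∆*ve-1* dark the median was 0.07 and the mean 0.08. With the covariate for the share of the 10 most abundant genes this median was -0.12. Camera with the same preset correlation put the set, relative to all other genes, slightly lower in light (p = 0.953), and lower without ∆*ve-1* light replicate 1 (p = 0.00652).

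Against the wild type in the dark, all 15 genes were lower in ∆*ve-1*, by a median of -1.35, and 11 were DEGs, or 12 when adjusted over the list alone; the paper shows these genes as misregulated without VE-1, so the list is not independent of such samples. *mak-1* had 223 ± 14.3 CPM in wild-type dark and 73.0 ± 21.0 CPM in ∆*ve-1* dark, and *mak-2* had 547.5 ± 15.0 and 136 ± 31.4 CPM (SD, n = 3). Of the 11, *mek-2* lost its edgeR call without ∆*ve-1* dark replicate 1 (adjusted p = 0.131) or 3 (0.0864) and without wild-type dark replicate 1 (0.0922), 2 (0.0723) or 3 (0.0520). *csp-6* lost it without the same libraries (0.0792 and 0.0674, and 0.0642, 0.0509 and 0.0501), *pp-1* without ∆*ve-1* dark replicate 3 (0.0525) and *whi-2* without ∆*ve-1* dark replicate 1 (0.0622). In light, all 15 were lower in ∆*ve-1* than in the wild type, by a median of -0.63. The DEGs were *adv-1* and *ham-7*, or 3 genes when adjusted over the list alone. With a covariate for the share of the 10 most abundant genes, chosen after the data were seen, 6 were DEGs in the dark (median -0.69) and 9 in light (median -1.13), so which condition had the larger difference is not settled. *ham-7* lost its edgeR call without ∆*ve-1* light replicate 2 (adjusted p = 0.0884) or 3 (0.0975) or wild-type light replicate 1 (0.0764), and *csp-6* gained one without ∆*ve-1* light replicate 1 (0.0143) or wild-type light replicate 2 (0.0247). Between the light libraries labelled ∆*ve-1* ∆*wc-1* and the wild type in light the median was -0.04, with 7 genes higher and 8 lower (camera with the preset correlation p = 0.166, and 0.0198 without their replicate 1). With the covariate for the 10 most abundant genes the median was -0.61 and the set was lower (camera with the preset correlation p = 0.00106), as it was with a covariate for even counts (camera with the preset correlation p = 0.00225), both chosen after the data were seen. *adv-1* was a DEG there (log2 fold change -1.10, edgeR adjusted p = 0.0417), but not without replicate 2 (0.140) or 3 (0.168) of these libraries or wild-type light replicate 1 (0.103), 2 (0.0744) or 3 (0.0703), and *ham-7* became one without their replicate 1 (0.0269).

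**Figure D2:**
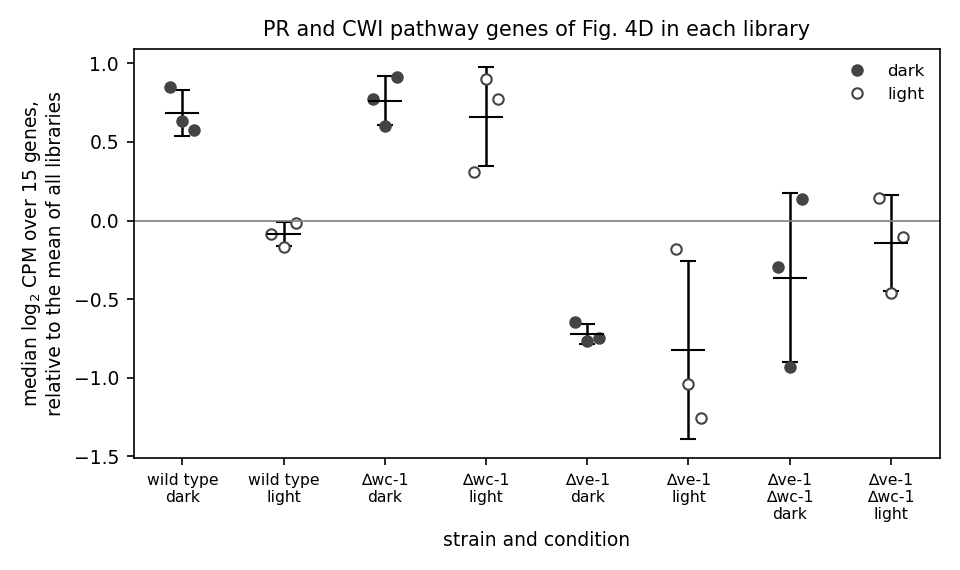
Median log2 CPM of the 15 PR and CWI pathway genes of Fig. 4D in each library, relative to the mean of all 24 libraries, for the 4 strains in the dark (filled points) and in light (open points); bars are the mean ± SD of 3 libraries. The ∆*ve-1* dark libraries lie at -0.77 to -0.65, the ∆*ve-1* light libraries at -1.25 to -0.18, and the light libraries labelled ∆*ve-1* ∆*wc-1* at -0.46 to 0.14.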

The RNA-seq results showed that the absence of WC-1 in the ∆*ve-1* mutant background led to a partial recovery of the accumulation of mRNAs for the MAPK genes and other genes that participate in the MAPK signaling pathway to levels similar to the ∆*ve-1* mutant in the dark (Fig. 4D). We reasoned that in addition to the MAPK signaling pathways, other DEGs could explain the more drastic reduction in number of perithecia in the ∆*ve-1* in light. 

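In light, 66 genes were DEGs between the libraries labelled ∆*ve-1* ∆*wc-1* and ∆*ve-1*, 39 higher and 27 lower in the former, with 776 genes at an unadjusted p below 0.05. Without ∆*ve-1* light replicate 2 the number was 32, and without ∆*ve-1* light replicate 3 it was 27. Without light replicate 1 of the libraries labelled ∆*wc-1*, through the shared spread, it was 105. DESeq2 called 211 genes on all libraries and 202 on these 6, limma-voom 271, and edgeR on these 6 libraries 13. Among the DEGs whose libraries did not overlap between the 2 conditions and whose higher mean was at least 10 CPM, the largest rises were those of NCU09968 and NCU09969, overlapping genes on chromosome VI (309546 to 315476 and 314113 to 320071). They had 66.0 ± 43.8 and 11.1 ± 4.45 CPM in the light libraries labelled ∆*ve-1* ∆*wc-1* (SD, n = 3) and no count in ∆*ve-1* light. Their rank as the largest rises thus depends on how the fit treats counts of 0, and only limits can be given for both genes. With a floor of 3 counts per library, 0.0851 CPM, they were at least 775-fold (498-fold without light replicate 3 of the libraries labelled ∆*ve-1* ∆*wc-1*) and at least 130-fold higher (adjusted p = 2.88e-07 for both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ∆*ve-1* dark they had no more than 2 and 0 counts in any library, so the absence of their reads in ∆*ve-1* is not tied to light. By the same limits, the largest falls were those of NCU17113, to 1.18 ± 1.11 CPM (SD, n = 3; log2 fold change -8.18, SE 1.14, edgeR adjusted p = 0.000859), and NCU16408, to 0.0693 ± 0.0635 CPM (SD, n = 3; log2 fold change -8.56, SE 1.32, edgeR adjusted p = 0.00171). The calls of all 4 genes held with each of the 6 libraries left out in turn. NCU16408 was not called by limma-voom (adjusted p = 0.0665, in a range of 1.29e-17 to 0.0665 over the other settings). The list of DEGs from the time course was not used here.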

To identify those DEGs, we compared the lists from the time course experiment of ∆*ve-1* in light with the gene list showing differential expression in light between single ∆*ve-1* and double ∆*ve-1* ∆*wc-1* mutants. This approach identified 191 DEGs, whose median gene expression correlated significantly with the number of perithecia across various strains and conditions (Fig. S12). However, most of these genes are hypothetical proteins with undefined functions, indicating a likely absence of major regulatory roles. Notably, hierarchical clustering of the expression patterns of the selected genes, including the MAP kinase signaling pathways (Fig. 4D), revealed that ∆*ve-1* in light was distinct from ∆*ve-1* in the dark and the double mutant (under both light and dark conditions). This distinction is evident from its clustering outside the main cluster, consistent with the observed phenotypes (Fig. 4; Data set S5).

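For the 15 genes of Fig. 4D, the mean CPM of each condition, without TMM normalization, was scaled from 0 to 100 for each gene over the 8 conditions and clustered by Euclidean distance and average linkage. The paper names clustvis, but its text gives neither the distance nor the linkage. The dark and light libraries labelled ∆*ve-1* ∆*wc-1* joined first, at a distance of 25.7. ∆*ve-1* light joined wild-type light at 46.5, and ∆*ve-1* dark joined these at 63.1. The mean distance from ∆*ve-1* light to ∆*ve-1* dark (49.0), to the dark libraries labelled ∆*ve-1* ∆*wc-1* (66.2) and to their light libraries (76.5) was 0.752 of the mean distance among these 3 conditions. ∆*ve-1* light was not the outermost of the 4 conditions. With TMM-normalized CPM the ratio was 0.877 and with z-scores of log2(CPM + 1) 0.727. Leaving out each of the 24 libraries in turn gave ratios of 0.633 to 0.756 apart from those without ∆*ve-1* dark replicates 1 and 3 (both 0.768) and without ∆*ve-1* light replicate 1, where the ratio was 1.13. ∆*ve-1* light was not outermost in any of these settings, none of which used correlation distance.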

### Coordinated regulation of genes involved in fruiting body formation by VE-1 protein and the MAP kinases MAK-1 and MAK-2

Our results suggest that VE-1 plays a key role in regulating the mRNA levels of genes involved in both the CWI pathway and the PR pathway. These pathways, known for their interconnected nature, exhibit crosstalk between the key kinases, MAK-1 and MAK-2 (62, 86–88). Interestingly, the expression of *ve-1* and *ve-2* during protoperithecium formation remains unaffected in mutants lacking these MAP kinase genes (*mak-1* and *mak-2*) (87); this led us to hypothesize that VE-1 could act on the PR and CWI cascades, regulating directly or indirectly the expression of genes in these pathways. To explore this hypothesis further, we compared the list of genes co-regulated by MAK-1 and MAK-2 during early protoperithecia formation (87) with our data set of genes regulated by VE-1. This analysis unveiled a substantial regulatory overlap between the VE-1 and MAK-1/MAK-2 kinases. Of the 438 genes previously identified as co-regulated by MAK-1/MAK-2 (87), 265 genes displayed VE-1-dependent expression during sexual development in light (60% of the data set), 142 in the dark, and 117 genes overlapped under both conditions (Data set S6). In the set of co-regulated genes, deletion mutants in 24 genes displayed a phenotype in sexual development with diverse defects in protoperithecium or perithecium formation (50, 87). Notably, 10 single-gene deletion mutants (*pfd-1*, *oli*, NCU05948, *tcf-27*, *cea-6*, *mol-1*, *fpo-1*, *acw-5*, *gld-1*, and *eas*) were characterized as female sterile, with no perithecium formation after mating. Three of these mutants (*pfd-1*, *oli,* and *pfd-2*) shared a phenotype similar to ∆*mak-1* and ∆*mak-2* strains*,* failing to form the protoperithecium (87). In contrast, mutants with deletion of *tcf-27*, *cea-6,* and *mol-1* showed a reduction in protoperithecia formation. The remaining four genes were not necessary for protoperithecia formation, but their corresponding mutants exhibited defects in protoperithecia maturation, mating, or perithecia development (87). Our results strongly suggest a coordinated regulatory role among VE-1, MAK-1, and MAK-2 in the transcriptional control of perithecium development.

### The VE-1/VE-2 protein complex binds to the promoters of MAP kinase genes of the PR, CWI, and OS signaling pathways

The velvet domain of the VosA protein of *A. nidulans* is an RHD-like domain with homology to NF-κB transcription factors that binds to an 11-nucleotide sequence (27). Since VE-1 contains a velvet domain, it is tempting to speculate that VE-1 might regulate the formation and maturation of perithecia by directly binding to the promoters of regulatory genes during sexual development. We performed electrophoretic mobility shift assays (EMSA) to assess whether the proteins VE-1, VE-2, and the heterodimer VE-1/VE-2 produced in *E. coli* cells could bind to the promoters of a set of genes regulated by VE-1. VE-1 or VE-2 where expressed in *E. coli* cells, the proteins were purified, and then used either separately or mixed in each EMSA. We selected a set of MAP kinase genes that regulate sexual development: *mek-2* and *mak-2* (PR pathway) and *mak-1* (CWI pathway). We observed binding of VE-1, but not VE-2, to the promoters of these three MAPK genes. DNA binding was more pronounced when both VE-1 and VE-2 were included in the reaction, indicating a higher DNA-binding affinity for the VE-1/VE-2 heterodimer (Fig. 5A and B). Our results confirm that VE-1/VE-2 binds to the promoters of a set of MAPK genes and support our proposal that the velvet protein complex regulates transcription of these genes by direct binding to promoters, at least for the set of genes analyzed.

**Fig 5:**
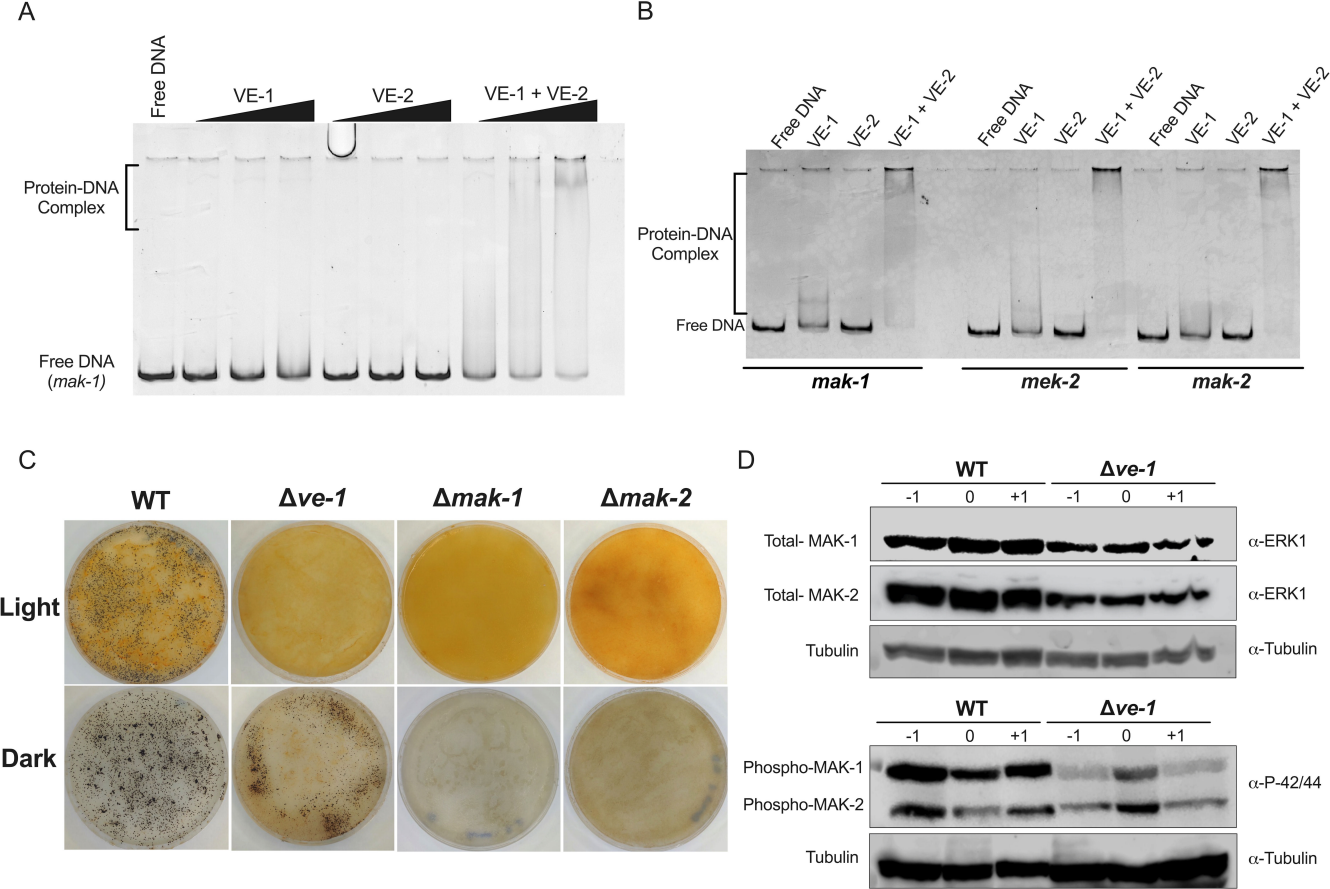
VE-1 regulation of MAPK signaling components. (**A**). EMSA of the *mak-1* promoter employing 0.3, 0.6, or 1 µM of each protein (VE-1, VE-2, or VE-1 + VE-2) and 150 ng of the DNA probe. (**B**) EMSA of promoters from the MAP kinase genes misregulated in the ∆*ve-1* strains. The EMSA experiment was performed with 150 ng of DNA probe (1 kb of the promoter region of *mak-1, mek-2,* and *mak-2*) and 1 µM of each protein in each reaction. (**C**) Formation of perithecia of wild-type, ∆*ve-1,* ∆*mak-1,* and ∆*mak-2* strains in SCM plate 7 days after fertilization in light (upper panel) and dark (lower panel). (**D**) Accumulation of proteins for the components of the MAPK cascades MAK-1 and MAK-2 during sexual development. Protein samples from sexual cultures of wild type and ∆*ve-1* strains before or after fertilization at day 0 were separated by PAGE. Membranes were hybridized antibodies against MAP kinase (ERK-1, ERK-2), phospho P44/42 MAPK and tubulin. Forty micrograms of proteins was loaded per lane.

### VE-1 regulates the accumulation and phosphorylation of MAK-1 and MAK-2

The changes in the transcriptome observed in the ∆*ve-1* mutant suggested that the absence of VE-1 would lead to changes in the accumulation of key regulators of sexual development, including several MAPK. We assayed the accumulation of MAK-1 and MAK-2 by western blot in both the wild type and the ∆*ve-1* mutant during the early stages of sexual development (Fig. 5D; Fig. S13). Absence of VE-1 led to a decrease in the accumulation of MAK-1 and MAK-2 when compared with the wild type. In addition, we observed a reduction in the accumulation of phosphorylated MAK-1 in the mutant across all developmental stages, but the reduction in phosphorylated MAK-2 was mainly observed 1 day before fertilization. Sexual development in the ∆*ve-1* mutant is mostly absent in strains incubated in the light, but the absence of sexual development was observed in strains with deletions of *mak-1* or *mak-2* cultured in dark or light (Fig. 5C). Our results suggest that VE-1 is required for the accumulation and regulation of MAK-1 and MAK-2 and that the alterations of sexual development observed in the ∆*ve-1* mutant were, in part, a consequence of the misregulation of the MAPK pathways.

## DISCUSSION

The development of sexual structures in fungi requires cellular differentiation and morphogenesis. This process is regulated by a complex cascade of receptors and signal transduction components that lead to changes in transcriptional regulation (5, 30). The velvet protein complex plays a crucial role in integrating extracellular signals with transcriptional regulation during fungal development. In *A. nidulans*, the founding member of the family, the VeA protein interacts with another velvet protein, VelB, positively regulating the formation of sexual structures (33, 89). The role of the VeA/VelB complex in the regulation of sexual development appears to be conserved. Apart from studies in Eurotiomycetes, homologs of VeA were found to positively regulate female fertility in species of Leotiomycetes (65, 90) and Sordariomycetes (36, 38, 91), including *N. crassa*, as reported here. However, the role of LaeA/LAE-1 in sexual development does not seem to be as well conserved. The phenotype of the deletion of *laeA* homologs varies from mild or no reduction in the number of sexual structures to complete absence, depending on the species (Fig. 1) (32, 41, 90). Despite the conservation of the role of velvet proteins, the regulation of the velvet dimeric complex differs between species. In *A. nidulans*, the coordination of sexual and asexual development depends on the subcellular localization of VeA, which is regulated by light (33, 89). In *N. crassa*, light regulates the accumulation of VE-1 during asexual development, and accumulation of VE-1 and VE-2 during sexual development, but not the abundance of LAE-1 (Fig. 1) (40, 41). The absence of VE-1 or VE-2 in light (Fig. 1C) was puzzling considering the light-dependent phenotype of the corresponding mutants. However, we observed VE-1 in cultures exposed to light after an optimized hybridization procedure (Fig. 4C), an indication that the reduced amount of VE-1, and possibly VE-2, in cultures exposed to light was sufficient for its regulatory role. Indeed, deletion of *wc-1* increased the amount of VE-1 in light and partially reverted the ∆*ve-1* phenotype, supporting the hypothesis that control of the VE-1 levels is necessary for the regulation of sexual development.

As expected for a master regulator, the deletion of the *ve-1* gene affects the expression of thousands of genes, many of which are also involved in other morphogenetic programs, similar to what was found in aspergilli (92, 93). The differences in gene expression between the wild type and the ∆*ve-1* mutant strains were found to be larger in light than in darkness, consistent with the more drastic reduction in perihecia formation found in light. The set of genes whose expression was dependent on VE-1 was enriched in genes involved in signal transduction and cell regulation. In particular, we observed the downregulation of the complete PR/MAK-2 MAP kinase signaling pathway in the ∆*ve-1* mutant, especially in light conditions, affecting transcript, and total and phosphorylated protein levels (Fig. 3 to 5). The PR MAP kinase is highly conserved across Eukarya, and in fungi, it is involved in the regulation of cell fusion, pheromone-induced mating, and the formation of fruiting bodies (54, 55, 88, 94). Deletion of any of the core genes of the PR/MAK-2 MAP kinase pathway blocks mating fungi, including many human and plant pathogens, such as the Ascomycetes *S. cerevisiae* (95, 96), *A. nidulans* (97) and *A. flavus* (98, 99), *Candida albicans* (100, 101), and *F. graminearum* (102, 103), and Basidiomycetes, such as *Cryptococcus* (104, 105) and *Ustilago maydis* (106, 107). The PR MAP kinase is widely distributed in the fungal kingdom, extending also to early diverging fungi where expansion of signal transduction gene families has been observed (Fig. S14), as previously reported (108).

A connection between vegetative hyphal fusion genes (VHF) and sexual development has been proposed, as several mutants defective in cell fusion were unable to produce fertilized perithecia (56, 57, 61, 78, 109). The expression of several cell fusion genes was downregulated in the ∆*ve-1* mutant during sexual development, regardless the light condition (*ham-6, ham-7, ham-8,* and *whi-2),* whereas some other were significantly downregulated only when cultures were exposed to light (e.g. *so/ham-1, ham-2, ham-5,* and *mob-3*). Interestingly, all these genes are known to participate in signal transduction as components of both CWI/MAK-1 and PR/MAK-2 pathways. Considering that VE-1 contains a structurally similar DNA binding domain to the mammalian TF NF-κB, it is reasonable to think that VE-1 could regulate transcription by binding directly to the promoters of the target effector genes, as previously demonstrated for the velvet proteins VosA (27) and VeA (93, 110). We have detected *in vitro* binding of VE-1 and the heterodimer VE-1/VE-2 to the promoter sequences of *mak-1*, *mak-2,* and *mek-2*. VE-2 alone does not bind to the DNA regions tested, but the binding of VE-1 is improved by the presence of VE-2. These results suggest a main role for VE-1 in the molecular mechanism of DNA binding by the velvet complex VE-1/VE-2 and that VE-2 plays an accessory role in improving the affinity of the complex for DNA binding, serving as direct regulators of the expression of MAP kinase signaling genes. The alterations in the amount and activity of the kinases MAK-1 and MAK-2 observed in the ∆*ve-1* strain support the proposal that VE-1 regulates the development of sexual structures through a direct regulation of transcription and the activity of the MAPK pathways. Indeed, deletion of the MAP kinase genes *mak-1* or *mak-2* blocked the formation of perithecia, regardless of the light condition, indicating that the light-dependent sexual phenotype is determined by VE-1. Given the wide distribution of velvet proteins in the fungal kingdom (28), and the conservation of the MAPK signaling pathways during sexual development, it is tempting to speculate that velvet proteins regulate sexual development in other fungi by a mechanism similar to the one that we have described for *N. crassa*. Indeed, VeA was found to bind to the promoter of the *mak-2* homolog (*mpkB*) in *A. nidulans* (93).

MAK-2 homologs participate in the regulation of cellular morphogenesis and differentiation across a broad variety of organisms, ranging from yeasts to humans. This suggests that they were likely present in the last common ancestor of fungi and were potentially involved in regulating fungal mating. Velvet proteins have been reported to be developmentally regulated in Pezizomycotina and Agaricomycotina (111) and may have allowed fungi to integrate intricate environmental signals for the precise regulation of fruiting body formation by modulating the levels and activity of MAP kinase signaling pathways.

In summary, our observations support the proposal that VE-1 and VE-2 form a heterodimer protein complex that regulates sexual development by controlling the expression of the PR-MAP kinase signaling pathway and other key genes involved in cell communication and hyphal fusion, including transcription factor genes.

## MATERIALS AND METHODS

### Strains and culture conditions

Fungal strains used in this work are listed in Table S1. *E. coli* DH5α was used for plasmid manipulations. Strain manipulation and growth media preparation followed standard procedures and protocols. General procedures and media for *N. crassa* are available at the Fungal Genetic Stock Center website (https://www.fgsc.net/Neurospora/NeurosporaProtocolGuide.htm).

Induction of protoperithecia development was carried out by spreading a total of 2 × 10^4^ conidia into nitrogen-poor SCM agar plates (81) and then incubated at 22°C in the light or in the dark, depending on the experiment, for 7 days to allow the formation of protoperithecia. Conidia from a strain of opposing mating type were collected and suspended in 2.5% Tween 20. Formation of protoperithecia in each strain was examined using a stereomicroscope between days 5 and 7. Fertilization was performed by applying 2 mL of a conidia suspension (5 × 10^5^ conidia/mL in 2.5% Tween 20) to the surface of the plates containing protoperithecia. After fertilization, sexual development occurred under the same culture conditions as protoperithecium development, and all the process was monitored using a stereomicroscope. Fungal material was harvested by scrapping the surface with a razor blade. Samples were collected 1 and 2 days prior to fertilization, immediately before fertilization (day 0) and 1, 2, 4, and 6 days after fertilization. All tissues and perithecia were immediately frozen in liquid nitrogen and stored at −80°C.

Constant illumination was provided by a set of fluorescent lamps (containing 1 W/m^2^ of blue light). All the manipulations in the dark were performed under red light. At least three independent biological replicates were employed in RNA or protein quantification experiments.

### Optical and scanning electron microscopy

Samples for optical microscopy were taken from liquid or solid cultures depending on the experiment, placed on a slide, and visualized with a Leica EC3 instrument. Samples for stereomicroscopy were visualized with Leica M205FCA. For image processing, we used LASX 3.7.4.23463 software.

For SEM strains were inoculated on Vogel solid medium and cultured for 24 h at 34°C. Samples were prepared as previously described (112). Briefly, small squares of the solid cultures were cut and placed on 10 mL polypropylene tubes. Samples were fixed in 2.5% glutaraldehyde and post-fixed in 1% osmium tetroxide. Samples were freeze-dried for 12–18 h and finally coated with gold. Samples were visualized with a JEOL 6460LV instrument.

### RNA isolation for transcriptomic sequencing

For the analysis of perithecia formation throughout sexual development, strains of complementary mating type, wild-type *mat a*, wild-type *mat A*, and ∆*ve-1 mat A* (Table S1) were used. Induction of the formation of protoperithecia and then maturation of perithecia after fertilization were performed as described in the culture conditions section. Samples were collected 1 and 2 days prior to fertilization, immediately before fertilization (day 0), and 1, 2, 4, and 6 days after fertilization. In addition, transcriptome comparisons between wild type, ∆*wc-1*, ∆*ve-1*, and the double mutant ∆*wc-1* ∆*ve-1* 1 day prior fertilization were performed. For transcriptomic analysis, all tissues were immediately frozen in liquid nitrogen and stored at −80°C. Tissue samples from biological replicates were pooled for RNA extraction at each sample point. Mycelium was ground using a precooled mortar and pestle, homogenized with Tri Reagent (AM9738, Invitrogen), and then phase-separated by adding chloroform. The nucleic acid phase was precipitated with isopropanol, washed with 75% ethanol, and solubilized in RNase-free water. RNA clean-up and DNase treatment were performed using Nucleo-Spin RNA (Macherey-Nagel) and RNase-free DNase Set (Qiagen), following the manufacturer’s procedures. RNA quantity and quality were analyzed using Nano-drop ND-1000 spectrophotometer and agarose gel electrophoresis. The RNA samples were stored at −80°C before use.

### cDNA library preparation and statistical analysis

The mRNA quality control and the preparation of the strand-specific cDNA library was performed according to the Illumina mRNA sample preparation guide. Sequencing was performed on Illumina Genome Analyzer (Illumina NovaSeq 6000) at the Next Generation Sequencing Facility Novogene.

The quality of the reads was checked using FastQC (v0.11.9) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads were cleaned with fastp (v0.23.4) using default parameters. Pair-end reads of 150 nucleotides each (first-strand PE150) were mapped against the *N. crassa* OR74A genome (NC12.37) obtained from JGI mycocosm web portal https://mycocosm.jgi.doe.gov/Neucr2/Neucr2.home.html using STAR (v2.7.10b). Subsequently, the BAM files generated during the mapping phase were quantified with the featureCounts command of the Subread package taking into account the type of library (first-strand). In this last step, the raw reads file was generated. From this point on, two different protocols were followed, one for time series analysis and the other for pairwise comparisons between experimental conditions.

The time series analysis was performed with maSigPro (v1.74.0) both in its “single” mode (with one experimental condition) and in its “multiple” mode (comparison of two experimental conditions) (49). maSigPro requires a prior normalization of the raw reads for which we used edgeR (v4.0.3) using TMM (trimmed mean of M values) normalization. To fit the time series with maSigPro, we used a quadratic regression model with the settings Q = 0.001, α = 0.001, and *R*-squared = 0.7. Significant genes were distributed into nine clusters using the “hclust” method.

Pairwise comparisons were performed with DESeq2 (v1.42.0) using default parameters (113). In general, a gene was considered to be differentially expressed when the adjusted *P* of the Wald test for multiple testing was less than 0.05 and whose log2FC was greater than 1 (upregulated) or less than −1 (downregulated). However, more restrictive criteria were used in some comparisons and are indicated in each results section.

Genes showing significant differences in their expression profile (DEGs) were classified according to their known or putative gene information in the integrated functional genomic database Fungi DB (114). All the genes selected were used to create Venn diagrams using https://bioinformatics.psb.ugent.be/webtools/Venn/, followed by GO analysis using Fungi DB database for the enrichment of GO terms into biological processes. The significantly associated gene ontology terms (adjusted *P*-value < 0.05) were imported to Revigo, where they were clustered based on their relatedness, and any redundancy was removed (87). Heat maps were generated with counts per million (CPM) values using GraphPad Prism 8.2.1 (Macintosh version) (GraphPad Software, San Diego, CA, USA, https://www.graphpad.com/).

### Protein isolation and detection

Proteins were extracted from mycelia by previously described methods (40) using a modified lysis buffer (50 mM HEPES [pH 7.4], 137 mM NaCl, 10% glycerol, 5 mM EDTA, 29.3 µM phenylmethylsulfonyl fluoride [PMSF], 6.3 µM leupeptin, 4.4 µM pepstatin A). Total proteins were subjected to SDS-PAGE on 10%–12% (29:1) acrylamide-bisacrylamide gels and transferred to nitrocellulose membranes. Equal loading was confirmed by staining the hybridization membrane with Ponceau S solution. Membranes were hybridized with monoclonal antibodies against FLAG (F3165; 1:10,000, Sigma), HA (901513; 1:5,000, Biolegend), and tubulin (sc-32293, 1:500 Santa Cruz) or polyclonal antibodies against MAP kinase (ERK-1, ERK-2) (M5670 1:10,000; Sigma), and against phospho P44/42 MAPK (#9101; 1:1,000 Cell Signaling). Horseradish peroxidase (HRP)-conjugated goat α-mouse IgG (1721011, 1:10,000; Bio-Rad) and goat α-rabbit IgG (1706515, 1:10,000; BioRad) were used as secondary antibodies. Detection was performed with a chemiluminiscent-HRP substrate (BioRad 170-5060) for all western blots, except for Fig. 4C, where we used Merck Millipore WBKLS0100.

### Cloning, expression and purification of VE-1 and VE-2 proteins

For overproduction and purification of proteins VE-1 and VE-2, we used the Intein-Mediated Purification with an Affinity Chitin-binding Tag (IMPACT) system (New England Biolabs). The mRNAs of *ve-1* and *ve-2* were cloned into the protein-generating vector pTXB1 after RT-PCR amplification (Table S2), which allowed the fusion of the cleavage intein tag to the C-terminus of the target protein. The resulting plasmids bearing the target genes were transformed into competent cells prepared from *E. coli* ER2566. Cell culture, protein induction, and purification (including self-cleavage to eliminate the tag) were performed following manufacturer’s instructions. Protein induction was optimized by testing different induction times and different culture temperatures. To concentrate the samples, 30 kDa centricons (Milipore) were used, centrifuging 4,000 × *g* at 4°C until reaching the desired volume. Protein dialysis was performed using the Slide-A-Lyzer dialysis system (Thermo Scientific) following the manufacturer’s instructions. Dialysis was performed at 4°C for 16 h in dialysis buffer (25 mM HEPES [pH 7.4], 250 mM NaCl, 5% glycerol, and 2 mM DTT) with shaking.

### Electrophoretic mobility shift assay

DNA probes for the protein-nucleic acid interaction analysis were generated by PCR and primers listed in Table S2, using the Q5 High-Fidelity polymerase system (New England BioLabs). Binding reactions were performed in a 15 µL reaction volume containing 3 µL of 5× binding buffer (125 mM HEPES, 250 mM NaCl, 10 mM DTT, and 15% [vol/vol] glycerol), ≅100 ng of DNA probe, and the appropriate amount of each purified protein. The mixture was incubated for 20 min at room temperature, and then, the reaction was stopped by adding 3 µL of 6× loading buffer (1 mM EDTA, 10 mM Tris HCl [pH 8], 30% [vol/vol] glycerol, 0.125% bromophenol blue [wt/vol], and 0.125% [wt/vol] xylene cyanol) to reach a final volume of 18 µL. To analyze the DNA-protein reaction, the mixtures were subjected to electrophoresis in 5% (wt/vol) acrylamide native gel in TBE buffer (90 mM Tris-boric acid, 2 mM EDTA [pH 8.3]) at 4°C. Gels were stained with ethidium bromide for 10 min and subsequently visualized in an ultraviolet transilluminator.

## Data Availability

RNAseq results have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE224796 (RNAseq of a time-course of sexual development of the wild-type and ∆*ve-1* strains), and GSE252195 (RNAseq of sexual development (time −1) of the wild-type, ∆*ve-1,* ∆*wc-1,* and ∆*wc-1* ∆*ve-1* strains).

How the deposited data were processed for this re-analysis (not part of the article)

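RNA-seq was analysed for 8 conditions, the wild type, the ∆*ve-1* mutant, the strain labelled ∆*wc-1* and the strain labelled ∆*ve-1* ∆*wc-1*, each in the dark and in light, 1 day before fertilization, with 3 libraries per condition. The values are raw counts per gene: the authors trimmed the reads with fastp, mapped them with STAR to the OR74A genome, counted them per gene with featureCounts on the first strand, and deposited the counts without normalization, as the methods and the whole numbers in the table show. All 24 columns were used, and all 10561 genes carry a locus tag of the reference annotation. The total count per library was 30246878 to 42697941. Precision is set by the spread between the 3 libraries of a condition more than by depth: the biological coefficient of variation was 0.213 to 0.771.

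DEGs were computed in R 4.3.3 with edgeR 4.0.16: TMM normalization, edgeR's filter on low counts over the 8 conditions (9412 genes), a quasi-likelihood fit of all 24 libraries with 1 mean per condition, and Benjamini-Hochberg adjustment over the genes tested. A DEG had an adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. The comparisons were light against dark in each strain, each mutant against the wild type in each light condition, the libraries labelled ∆*ve-1* ∆*wc-1* against ∆*ve-1* in light, the differences between the light effects, and the departure from additivity. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1. The median of the 15 genes of Fig. 4D in each library was compared with exact permutation tests. For the clustering of these genes, the mean CPM per condition was scaled from 0 to 100 per gene, with Euclidean distance and average linkage. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

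The comparisons, the tests, the rule for the genes named and the following alternatives were chosen before the data were examined: DESeq2 1.42.0 with default parameters on all 24 libraries and on only the libraries compared, edgeR on only the libraries compared, RLE normalization, no filter (10197 genes with at least 1 count), a stricter filter (at least 5 CPM in at least 3 libraries, 8223 genes), the adjusted p alone, limma-voom with quality weights, the replicate number as a block, and each library of the conditions compared left out in turn. Added after the data were seen were leaving out each library of the other conditions, which enters through the shared spread, a covariate for the log2 share of counts held by the 10 most abundant genes of a library, a covariate for the share of even counts among genes with more than 100 and up to 1000 counts, the removal of each library's trend on gene length (lowess, span 0.3), and camera with an estimated correlation. The rule names *ve-1*, *wc-1*, the 15 genes of Fig. 4D, the light-responsive genes named in the paper, *frq*, *wc-2*, *lae-1*, *pre-1*, *ccg-4*, *gpr-1*, *gpr-2* and *os-4*. For the light effect in each strain and for the comparison of the libraries labelled ∆*ve-1* ∆*wc-1* with ∆*ve-1* in light, it adds the 2 higher and 2 lower DEGs with the largest change whose 3 libraries of each condition did not overlap and whose higher mean was at least 10 CPM. The paper's tables had been seen when the rule was written.

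The tests were tested on simulated data made from the 9412 genes, with 200 genes changed. All conditions shared 1 mean profile and 1 spread per gene, and the libraries were drawn as independent. The real biological coefficient of variation was 0.213 to 0.771, and the excess of even counts was not simulated. The values for the 2 strains thus differ in which light libraries were changed, not in the spread of a strain. edgeR recovered 15% of the genes changed by a log2 fold change of 1.5, 51.5% at 2 and 77.5% at 3 with the wild-type libraries, and 13%, 46.5% and 76.5% with those labelled ∆*ve-1* ∆*wc-1*, with 0 to 17 false calls. DESeq2 recovered 39.5 to 85.5% with 16 to 37 false calls, and limma-voom 12.5 to 75% with 0 to 16.

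Of the 35 genes of Table 1, 13 were DEGs between ∆*ve-1* and the wild type in the dark (12 lower and 1 higher; 15 when adjusted over the list alone), and 3 in light (4 when adjusted over the list alone). With the covariate for the 10 most abundant genes the order was the other way round, with 6 in the dark and 13 in light. The study chose this list, so the count over the list alone is not independent evidence. Of the genes listed in Data set S5, edgeR called 51.1% for light in the wild type, 4.24% for light in ∆*ve-1*, 0% for light in the libraries labelled ∆*wc-1*, 70.1% for ∆*ve-1* against the wild type in the dark and 3.23% for the libraries labelled ∆*wc-1* against the wild type in the dark. DESeq2, the tool of the paper, called 76.7, 19.5, 69.2, 83.3 and 22.6% on all libraries and 82.3, 37.7, 15.9, 91.8 and 41.9% on the libraries compared, in the same order. Of the listed genes that edgeR tested, 95.8 to 100% had the direction of the paper; for the libraries labelled ∆*wc-1* against the wild type in the dark these were 20 genes, and 11 others had no count in any library. The DEGs of the time course and the measurements other than RNA-seq were not analysed here.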

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

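The tests on composition, even counts, gene length, other assignments of the libraries, libraries of conditions not compared and the *wc-1* reads were chosen after the results were seen; the test on sequencing depth by total count was chosen after the main results but before the values it measures were seen.

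The light effect differed between strains for 74 genes in ∆*ve-1*, 230 genes in the libraries labelled ∆*wc-1* and 290 genes in those labelled ∆*ve-1* ∆*wc-1*, each against the wild type, which is a difference between groups by a test of the difference itself. Light and dark were also assigned to the libraries within each strain in other ways. Of 25 assignments, the real one included, 5, 2 and 3 gave as many genes in the same order, with up to 236, 321 and 2313 genes, so chance cannot be excluded for any of the 3 numbers. An assignment that left the wild-type libraries in place would keep the wild-type light effect, so the high numbers need not reflect chance alone. These assignments take the libraries of a strain as exchangeable, although the libraries labelled ∆*ve-1* ∆*wc-1* were in part alike across light, which was not corrected for. With every library thinned to 30246878 counts, 62, 221 and 298 genes were called, of which 62, 220 and 286 were among those above, which argues against the total count as the cause; the effective depth was not made equal. With the trend on gene length removed, 120, 257 and 338 genes were called, of which 68, 218 and 272 were among those above, which argues against gene length.

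A covariate for the share of the 10 most abundant genes gave 889 genes for the libraries labelled ∆*wc-1* (226 of the 230) and 356 for those labelled ∆*ve-1* ∆*wc-1* (177 of the 290). A covariate for even counts gave 867 (225 of the 230) and 319 (175 of the 290). These values argue against library composition or complexity as the whole cause of these differences. For ∆*ve-1* the covariates gave 22 and 30 genes, of which 7 and 5 were among the 74, and a difference in response cannot be told apart from library composition or complexity. On average both shares were higher in light in the wild type and higher in the dark in ∆*ve-1*, so they are confounded with this difference. The 74 genes also depended on single libraries. The number was 0, 0 and 4 without ∆*ve-1* light replicates 1, 2 and 3, 2, 0 and 17 without ∆*ve-1* dark replicates 1, 2 and 3, 1 without wild-type light replicate 1, and 0, 1 and 10 without wild-type dark replicates 1, 2 and 3. Through the shared spread it was 4, 4 and 22 without dark replicates 1, 2 and 3 and 527 and 29 without light replicates 1 and 3 of the libraries labelled ∆*wc-1*. It was 31 and 150 without dark replicates 1 and 2 and 129 and 40 without light replicates 2 and 3 of those labelled ∆*ve-1* ∆*wc-1*. The 230 genes became 130 and 58 without dark replicates 1 and 2 of their own libraries, 143 without wild-type light replicate 1, and 149 and 90 without wild-type dark replicates 1 and 3. The 290 became 113 and 566 without light replicates 1 and 2 and 171, 97 and 590 without dark replicates 1, 2 and 3 of their own libraries. They became 153 without wild-type light replicate 1, 166 and 140 without wild-type dark replicates 1 and 3, and 652 without light replicate 1 of the libraries labelled ∆*wc-1*. The loss of VE-1 or WC-1 stays among the open explanations and was not tested apart from these.

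The departure from additivity was past the threshold for 1 gene, NCU00732 (chosen after its values were seen), which is also a difference between groups by its own test. Of 25 assignments of light and dark, the real one included, 3 gave at least 1 gene, with up to 64, so chance cannot be excluded. An assignment that left the libraries of a strain in place would keep the light effect of that strain, here as well. The gene had 124, 15.8 and 2616 CPM in the 3 wild-type dark libraries, so its wild-type level is set by single libraries. It was called in 5 of the 24 fits with 1 library left out: without each wild-type dark replicate, wild-type light replicate 2 or ∆*ve-1* light replicate 1. It was not called without any of the other 19 libraries. It was also the 1 gene called with the libraries thinned and with the gene-length trend removed, and was among the 6 and 11 called with the covariates for the 10 most abundant genes and for even counts. The loss of both proteins stays open as the biological explanation.

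*wc-1* had 59.9 CPM in the dark libraries labelled ∆*wc-1*, a signal in a gene these libraries are labelled as lacking and above the wild type. The 3 libraries had 69.2, 55.7 and 54.8 CPM, and the wild-type dark libraries 27.8, 20.5 and 17.3 CPM. In the light libraries labelled ∆*wc-1*, *vvd* had 0.574% of its wild-type level, which argues against wild-type RNA under a wrong label in light. It does not test the labels of the dark libraries. There *vvd* was low in the wild type too, at 8.97 to 16.8 CPM against 2.91 to 8.09 CPM. In the dark, *wc-1* had 274% of its wild-type level, more than wild-type RNA mixed into these libraries could give. A candidate explanation that stays open is a deletion or insertion that leaves part of the gene transcribed. Counts per gene do not show where in the gene the reads lie, so it was not tested. The values varied more in the libraries labelled ∆*ve-1* ∆*wc-1*, from 36.1 to 129 CPM in the dark and from 15.5 to 113 CPM in light.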

How the results depend on the processing

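The covariates for the 10 most abundant genes and for even counts, the gene-length correction, camera with an estimated correlation and leaving out libraries of conditions not compared are tests chosen after the results were seen; the other settings were not.

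No value changed its direction while called. The cause of the changes below was not tested, apart from what a setting does by its construction. DESeq2 on all 24 libraries gave 1692 DEGs for light in the wild type, 61 in ∆*ve-1*, 244 in the libraries labelled ∆*wc-1* and 2 in those labelled ∆*ve-1* ∆*wc-1* (NCU08085 and NCU09173, chosen after their values were seen). It gave 7 and 1630 for the libraries labelled ∆*wc-1* and ∆*ve-1* ∆*wc-1* against the wild type in the dark. In light it gave 805 and 1082 for ∆*ve-1* and the libraries labelled ∆*ve-1* ∆*wc-1* against the wild type, and 211 between these. It gave 613, 557 and 755 for the differences of the light effects in ∆*ve-1*, ∆*wc-1* and ∆*ve-1* ∆*wc-1*, in the order of the labels, and 20 for the departure from additivity.

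DESeq2 on only the libraries compared gave 2186, 163, 104 and 1 DEGs for light in the same order of strains (the 1 was NCU00607, chosen after its values were seen). Against the wild type in the dark it gave 3423, 85 and 1799 for ∆*ve-1* and the libraries labelled ∆*wc-1* and ∆*ve-1* ∆*wc-1*. In light it gave 790 for ∆*ve-1* against the wild type and 202 between the libraries labelled ∆*ve-1* ∆*wc-1* and ∆*ve-1*. For the differences between light effects it gave 1619, 702 and 606, and 20 for the departure. edgeR on only the libraries compared, which leaves fewer residual degrees of freedom, gave 1629 and 16 for light in the wild type and ∆*ve-1*, and 2 for the libraries labelled ∆*wc-1* against the wild type in the dark (NCU01000 and *fld*, chosen after their values were seen). In light it gave 180, 138 and 206 for the mutants against the wild type and 13 between the libraries labelled ∆*ve-1* ∆*wc-1* and ∆*ve-1*. It gave 908 and 84 for the difference in ∆*ve-1* and in the libraries labelled ∆*ve-1* ∆*wc-1*.

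limma-voom gave 2243, 335 and 286 for light in the wild type, ∆*ve-1* and the libraries labelled ∆*wc-1*. Against the wild type in the dark it gave 3485, 81 and 2281, and in light 1371 for ∆*ve-1* and 2281 for the libraries labelled ∆*wc-1*. It gave 271 between the libraries labelled ∆*ve-1* ∆*wc-1* and ∆*ve-1* in light, 1652 and 1512 for the differences in ∆*ve-1* and the libraries labelled ∆*wc-1*, 4 for the departure, and 1 gene of Fig. 4D, *mek-2*. RLE normalization and the stricter filter each gave 0 for the departure. Apart from that, RLE, the stricter filter and no filter kept every number of DEGs within 1.5 times. RLE moved the median of all genes by less than 0.1 on the log2 scale in each comparison. The share of DEGs that were higher in light moved from 45.2% to 50.5% in the wild type under DESeq2 on all libraries.

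The covariate for the 10 most abundant genes gave 23 DEGs for light in ∆*ve-1*, and 1337, 2087 and 1178 for the mutants against the wild type in light. It gave 131 between the libraries labelled ∆*ve-1* ∆*wc-1* and ∆*ve-1* in light, 22 and 889 for the differences in ∆*ve-1* and the libraries labelled ∆*wc-1*, and 6 for the departure. The covariate for even counts gave 20 and 1 for light in ∆*ve-1* and the libraries labelled ∆*wc-1* (the 1 was *pho-5*, chosen after its values were seen). It gave 3 for the libraries labelled ∆*wc-1* against the wild type in the dark (*frq*, *fld* and NCU10572, chosen after their values were seen), and 1953, 1820 and 1223 for the mutants against the wild type in light. It gave 184 between the libraries labelled ∆*ve-1* ∆*wc-1* and ∆*ve-1* in light, 30 and 867 for the same differences, and 11 for the departure. With it, the median light effect in ∆*ve-1* over the genes higher and lower in wild-type light was 0.46 and -0.42. The gene-length correction gave 120 for the difference in ∆*ve-1*.

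The replicate numbers did not pair the libraries for most pairs of conditions: of 28 pairs, 2 had correlations above 0.1 for all 3 numbers, and single values went from -0.482 to 0.581. Both of these pairs held the dark libraries labelled ∆*wc-1*. The correlations were 0.173, 0.280 and 0.247 with wild-type dark and 0.187, 0.131 and 0.220 with the dark libraries labelled ∆*ve-1* ∆*wc-1*. With the replicate block, the difference in ∆*ve-1* was 18 genes and the departure 0, and no other number of DEGs moved by more than 1.5 times. Light gave 947, 8, 0 and 0 DEGs with the replicate block in the order of strains above.

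With each library of the conditions compared left out in turn, light gave 541 to 1159 DEGs in the wild type, 0 to 5 in ∆*ve-1*, 0 to 116 in the libraries labelled ∆*wc-1* and 0 in those labelled ∆*ve-1* ∆*wc-1*. Against the wild type, ∆*ve-1* gave 1153 to 1780 in the dark and 94 to 515 in light, the libraries labelled ∆*wc-1* 0 to 3 and 720 to 1373, and those labelled ∆*ve-1* ∆*wc-1* 455 to 1584 and 214 to 840. The libraries labelled ∆*ve-1* ∆*wc-1* against ∆*ve-1* in light gave 27 to 66. The differences gave 0 to 103 in ∆*ve-1*, 58 to 282 in the libraries labelled ∆*wc-1* and 97 to 590 in those labelled ∆*ve-1* ∆*wc-1*, and the departure 0 to 4. Where the lower end is 5 or fewer, the numbers rest on single libraries, and the genes are named at the results. The median light effect over the genes higher in wild-type light was -0.08 to 0.23 in ∆*ve-1*, 0.08 to 0.51 in the libraries labelled ∆*wc-1* and -0.32 to 0.24 in those labelled ∆*ve-1* ∆*wc-1*. For the genes lower in wild-type light it was -0.21 to 0.00118, -0.43 to -0.11 and -0.05 to 0.30.

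Light replicate 1 of the libraries labelled ∆*wc-1* acted on other comparisons through the shared spread. Without it, the number of DEGs was 1760 for light in the wild type, 816 and 1086 for ∆*ve-1* and the libraries labelled ∆*ve-1* ∆*wc-1* against the wild type in light, and 105 between these. The fit of all libraries takes the spread as alike in all conditions, and this library departs from that. In simulated data with 1 spread shared by all conditions, edgeR mostly missed a log2 fold change of 1.5. This shows only in part what 3 libraries per condition limit.

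For the genes of Fig. 4D as a set, camera with an estimated correlation gave 0.0596 for the libraries labelled ∆*ve-1* ∆*wc-1* against ∆*ve-1* in light and 0.0647 against ∆*ve-1* in the dark, no longer below 0.05. Leaving out a library gave 2.55e-08 to 0.00406 and 1.15e-06 to 0.000691 with the preset correlation. For ∆*ve-1* light against dark, the preset correlation gave 0.00652 to 0.919 with a library left out, where the low end is without ∆*ve-1* light replicate 1, and 0.0332 with the even-count covariate; in both the set was lower in light. For the libraries labelled ∆*ve-1* ∆*wc-1* against the wild type in light, camera with the preset correlation gave 0.00106 and 0.00225 with the covariates for the 10 most abundant genes and for even counts, against 0.166 without. The number of these genes called stayed at 0 with each library left out. The ratio of distances in the clustering was 0.633 to 1.13 with a library left out, the highest without ∆*ve-1* light replicate 1. Complete and Ward linkage leave this ratio as it is by construction. A clustering by correlation distance gave no value, since the scaled values of a condition with all genes at one end do not vary. It was not run on the z-scores, so the clustering under this distance stays untested.

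For the named genes, each setting gave 222 to 229 fold changes with a call. Of 223 under each, the call changed for 11 with DESeq2 on all libraries (1 lost, 10 gained), 1 lost and 18 gained with DESeq2 on the libraries compared, 8 lost and 3 gained with edgeR on these, and 8 lost and 19 gained with limma-voom. It was lost for 2 and gained for 1 with RLE, lost for 2 with the replicate block, and lost for 8 and 10 and gained for 14 and 12 with the covariates. It was lost for 2 and gained for 4 with the gene-length correction, lost for 2 and gained for 1 of 222 with the stricter filter, and changed for 0 of 229 with no filter.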

Differences from the paper's values

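No test in this part was chosen after the result was seen, apart from the covariates for the 10 most abundant genes and for even counts and the gene-length correction.

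The paper gives 1632 DEGs for light in the wild type, and the value here was 1069. Of the alternatives set before the data were examined, DESeq2 on all libraries (1692) and on the 6 compared (2186), edgeR on the 6 compared (1629), limma-voom (2243), the adjusted p alone (1139) and the fit without wild-type light replicate 3 (1159) gave values within 1.5 times of the paper's, and the others did not. The paper's table lists 951 of these as higher in light, against 483 here. DESeq2 on all libraries (855) and on the 6 (1283), edgeR on the 6 (949) and limma-voom (1216) came within that range, and the others did not.

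For the ∆*wc-1* mutant, the paper gives 276 DEGs, and the value here was 0 by edgeR, with 1323 genes at an unadjusted p below 0.05. DESeq2 on all libraries (244) and limma-voom (286) came within 1.5 times, and the others did not, among them DESeq2 on the 6 libraries (104). The paper lists 268 of them as higher and 8 as lower, against 0 and 0 here. For the higher genes only DESeq2 on all libraries (230) came within that range, and for the lower genes no alternative did.

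For the ∆*ve-1* mutant, the paper gives 235 DEGs, and the value here was 10. DESeq2 on the 6 libraries (163) and limma-voom (335) came within 1.5 times, and the others did not. The paper lists 84 higher and 152 lower, against 8 and 2 here. DESeq2 on the 6 libraries gave 84 higher and limma-voom 138 lower, and no other alternative came within that range. For the ∆*wc-1* mutant against the wild type in the dark, the paper lists 2 genes higher and 29 lower, against 0 and 1 here (*frq*), and no alternative came within 1.5 times. Of these lower genes, 11 had no count in any library, so no setting could call them. edgeR found 162 genes at an unadjusted p below 0.05 there, DESeq2 called 7 on all libraries and 85 on the 6, and limma-voom 81.

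Fold changes were compared with the paper's table on the log2 scale, against the spread between libraries, the SD of the log2 ratio of 1 library of each condition. For light in the wild type, the paper gives 6.98 for *vvd*, against 5.81 here. No alternative set before the data were examined came within the spread. For NCU01011 the paper gives a level 11.5-fold lower in light, against at least 103-fold here (at least 49.1-fold without wild-type dark replicate 1), where no light library had a count; no alternative was run for this bound.

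For light in ∆*ve-1*, the paper gives 1.94 for *al-2* and 2.40 for *bli-4*. The values here were 1.37 and 1.76, and no alternative set before the data were examined came within the spread. For *al-2*, the values with the covariates, chosen after the values were seen and given below, came within it. For ∆*ve-1* against the wild type in the dark, the paper gives -1.09 for *mak-2*, -1.83 for *adv-1*, -2.45 for *ham-6*, -2.45 for *ham-7*, -2.07 for *ham-8* and 1.90 for *lae-1*. The values here were -2.01, -2.36, -3.55, -2.93, -3.32 and 0.24. No alternative set before the data were examined came within the spread for any of them.

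Some genes that the paper lists were not DEGs by edgeR here but were under an alternative. In ∆*ve-1*, DESeq2 on the 6 libraries called *al-2*, *bli-4*, *con-6* and *con-10*, DESeq2 on all libraries called *con-6*, and limma-voom called *al-2*, *con-10* and *frq*. With the covariates, chosen after the values were seen, *al-2* had a log2 fold change of 1.62 for the 10 most abundant genes and 1.86 for even counts and was called, while 214 and 218 of the 236 genes the paper lists there were not called. In the wild type, DESeq2 on the 6 libraries called *con-8* and *ccg-4* and DESeq2 on all libraries *ccg-4*. The covariates, chosen after the values were seen, also called *con-8*, while 1180 and 1191 of the paper's 1632 genes were not called. For ∆*ve-1* against the wild type in the dark, DESeq2 on all libraries and on the 6, edgeR on the 6 and limma-voom called *ham-5*, and limma-voom called *gpr-1*. The gene-length correction, chosen after the values were seen, also called *ham-5*, while 664 of the paper's 2311 genes were not called. *lae-1* was called under no setting.

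The paper states that in the clustering of the genes of Fig. 4D, ∆*ve-1* in light stands apart from ∆*ve-1* in the dark and from the double mutant in both conditions. Here ∆*ve-1* light was nearer to these 3 conditions than they were to each other on average, with a ratio of 0.752. It was not the outermost of the 4 under any setting run, none of which gave a value for correlation distance. The ratio was above 1 only without ∆*ve-1* light replicate 1 (1.13). The paper also states that the double mutant in light reached levels of these genes similar to ∆*ve-1* in the dark. Here all 15 genes were higher in the light libraries labelled ∆*ve-1* ∆*wc-1* than in ∆*ve-1* dark, by a median of 0.72, or 0.38 with the covariate for the 10 most abundant genes, chosen after the values were seen, but none was a DEG by edgeR, with 6 at an unadjusted p below 0.05, and DESeq2 and limma-voom called 0. The median between ∆*ve-1* light and dark was 0.07, or -0.12 with that covariate. Camera with the preset correlation gave p = 0.953 for this comparison, and put the set lower in light without ∆*ve-1* light replicate 1 (p = 0.00652).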

Other observations

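The tests of explanations in this part were chosen after the results were seen, those on composition, even counts and gene length included; those of sequencing depth by total count, of the ∆*ve-1* dark level and of a change at 1 locus were chosen after the main results but before the values they measure were seen; the comparisons, and the fits by DESeq2, by limma-voom or without a library of the conditions compared, were planned.

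Even counts were in excess in all 24 libraries, and the excess differed between libraries of 1 condition. Among genes with more than 100 and up to 1000 counts, their share was 90.2, 80.3 and 81.7% in wild-type light, 93.3, 62.2 and 63.9% in the light libraries labelled ∆*wc-1*, and 82.6, 76.7 and 73.5% in ∆*ve-1* dark. It was 61.1, 81.6 and 60.5% in the dark and 62.7, 81.3 and 60.4% in the light libraries labelled ∆*ve-1* ∆*wc-1*. Genes without a count numbered 976 to 1008 in wild-type dark, and 2012, 1395 and 1579 in wild-type light. Within conditions, over the 18 libraries of the 3 mutants, the log2 share of the 10 most abundant genes rose with the share of even counts (r = 0.962, permutation p = 0.00141, adjusted 0.00283; rho = 0.903, permutation p = 0.00613, adjusted 0.00965). Without the 2 farthest libraries r was 0.953. This was 1 of 4 relations. The others were with the median of the genes higher in wild-type light (r = 0.850, permutation p = 0.00405, adjusted 0.00405; rho = 0.775, permutation p = 0.00943, adjusted 0.00965; r = 0.860 without the 2 farthest) and of the genes lower in it (r = -0.938, permutation p = 0.000514, adjusted 0.00206; rho = -0.868, permutation p = 0.00171, adjusted 0.00686; r = -0.922). The last was with the median of the genes of Fig. 4D (r = -0.735, permutation p = 0.00337, adjusted 0.00405; rho = -0.769, permutation p = 0.00965, adjusted 0.00965; r = -0.762). A candidate explanation is that both mates of a read pair were counted and that some libraries were amplified from few molecules. The counts alone cannot show this. Library complexity and light are confounded in the wild type, where the light libraries had the higher shares.

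The share of the 10 most abundant genes was not wholly due to rRNA reads: without rRNA genes it still reached 26.7%, in wild-type light replicate 3. But it fell from 21.4, 16.3 and 18.7% to 17.1, 11.2 and 16.2% in ∆*ve-1* dark and from 27.1 to 22.6% in wild-type light replicate 1, and the rRNA gene NCU17319 held 5.51% of the counts in ∆*ve-1* dark. So rRNA reads account for part of the share there. In the wild type, *eas* alone held 7.28% of the counts in light and 0.127% in the dark. Library composition, gene length, total count and complexity were tested as causes of the 1069 light DEGs of the wild type. With the covariate for the 10 most abundant genes 882 were called (378 of the 1069), with the gene-length trend removed 1176 (991), with libraries thinned to the same total count 1063 (1046) and with the covariate for even counts 809 (380). None of these removed the response, which argues against each as its whole cause. The thinning did not make the effective depth equal, as the TMM factors went from 0.493 to 1.41. But most of the genes called changed with either covariate. The number was 541 without wild-type light replicate 1, 546, 658 and 614 without dark replicates 1, 2 and 3, and 1760 without light replicate 1 of the libraries labelled ∆*wc-1*. A response to light stays open as the biological explanation.

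The wild-type light genes were already shifted in ∆*ve-1* in the dark. Against the dark libraries labelled ∆*wc-1*, which entered the choice of these genes only through the shared spread, the median log2 fold change of the 483 genes higher in wild-type light was 1.35 in ∆*ve-1* dark (1.41, 1.16 and 1.53 by library). This is 62.3% of the wild-type light effect, for which the genes were chosen, and 87.0% of the genes went in its direction. For the 586 genes lower in light it was -1.51, 81.7% of the wild-type light effect, with 92.7% of the genes in its direction. With the covariate for the 10 most abundant genes the first median was 0.82 and with that for even counts 1.01, which argues against library composition or complexity as the whole cause. The medians were 0.96 in the dark and 0.98 in the light libraries labelled ∆*ve-1* ∆*wc-1*. A candidate explanation is that, in ∆*ve-1*, part of the light response is already present in the dark. It was found and tested on the same libraries, and other differences in the state of the cultures were not tested.

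The few light-regulated genes of the mutants were compared with the wild type on genes chosen without the wild-type libraries compared. The genes higher in light were chosen 9 times without 1 dark and 1 light library of the wild type (98 to 276 genes). In these 2 libraries the median light effect was then 2.24 on average and 1.37 to 2.91 over the 9 choices. The largest mean of a mutant was 0.38, in ∆*ve-1*, and no pair of a dark and a light library of a mutant was above 1.05, which argues against a larger spread between libraries as the whole cause. For the genes lower in light, the wild type had a mean of -1.72 (-2.55 to -1.13) and the mutants of -0.25 at most, in the libraries labelled ∆*wc-1*, whose farthest pair came close, at -1.10. With the slope on the share of even counts removed, the mean for the higher genes was 0.56 in ∆*ve-1*, against 0.97 to 2.74 in the wild type, and for the lower genes -0.46, against -2.04 to -0.58. The nearest wild-type values are less than 2 times these means, so library complexity stays open for ∆*ve-1*. For the libraries labelled ∆*wc-1* and ∆*ve-1* ∆*wc-1* the means were 0.0846 and -0.10 for the higher and -0.07 and 0.09 for the lower genes, which argues against complexity as the whole cause there.

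NCU09968 and NCU09969 had at most 2 and 0 counts in the ∆*ve-1* libraries. Over the whole table, 2 genes were at or near 0 in the 6 libraries of 1 strain and expressed in all others, and these were the 2, which overlap on chromosome VI. The lowest value in the libraries labelled ∆*ve-1* ∆*wc-1* was 7.75 CPM, which argues against the loss of *ve-1* alone. The neighbours NCU07062 and NCU07061 had 29.6 and 87.5 CPM in ∆*ve-1*, against 35.3 and 93.3 CPM in the wild type. These values are in line with a change at 1 locus of the ∆*ve-1* strain used, which was not looked for in the reads.

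For the genes of Fig. 4D, the median between the light libraries labelled ∆*ve-1* ∆*wc-1* and ∆*ve-1* was 0.65 with the covariate for the 10 most abundant genes and 0.74 with that for even counts, which argues against composition or complexity as its cause. Of the 10 splits of these 6 libraries, 2 gave a median as large, the real one included, so chance cannot be excluded. In ∆*ve-1* against the wild type in the dark, 11 of the genes were DEGs, and 6 with the covariate for the 10 most abundant genes, at a median of -0.69. In light, 2 were DEGs and 9 with that covariate, at a median of -1.13.

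Other splits of the 6 libraries of a comparison into 3 and 3 cannot exclude chance, as the share of 10 splits is never under 0.1. The real split alone, 1 of 10, gave the largest number of DEGs for light in the wild type and in ∆*ve-1*, for each of the 3 mutants against the wild type in the dark, for ∆*ve-1* and the libraries labelled ∆*ve-1* ∆*wc-1* against the wild type in light, and for these against each other in light. For light in the libraries labelled ∆*wc-1* and ∆*ve-1* ∆*wc-1*, where 0 DEGs were called by edgeR, all 10 splits gave as many. DESeq2 called 244 and 2 there and limma-voom 286 and 0, with 1323 and 125 genes at an unadjusted p below 0.05. For the libraries labelled ∆*wc-1* against the wild type in light, 2 of 10 splits gave as many. The other one set wild-type light replicates 1 and 2 and light replicate 1 labelled ∆*wc-1* against the rest and gave 1347 DEGs, a split that follows the share of even counts in part.

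Against the wild type in the dark, ∆*ve-1* had 2166 DEGs (1153 without its dark replicate 1, 1381 and 1283 without wild-type dark replicates 1 and 3), and the libraries labelled ∆*ve-1* ∆*wc-1* had 1068. The latter were 562 and 516 without their dark replicates 1 and 2 and 645 and 455 without wild-type dark replicates 1 and 3. The libraries labelled ∆*wc-1* had 1, *frq* (log2 fold change -2.96, edgeR adjusted p = 0.0221), lost without any of their own dark replicates or wild-type dark replicate 1. Without wild-type dark replicate 2 there were 3, *frq*, NCU00732 and NCU10572, the last 2 chosen after their values were seen. Against the wild type in light, ∆*ve-1* had 407 (94 and 122 without its light replicates 2 and 3, 125 without wild-type light replicate 1 and 816 without light replicate 1 labelled ∆*wc-1*) and the libraries labelled ∆*wc-1* had 992. Those labelled ∆*ve-1* ∆*wc-1* had 615 (265 without their light replicate 3, 214 without wild-type light replicate 1 and 1086 without light replicate 1 labelled ∆*wc-1*).

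By DESeq2 on the libraries compared, fold changes were set against those the paper lists in Data set S5. They differed by a median of 0.392 on the log2 scale for light in the wild type and 0.602 in ∆*ve-1*. For the libraries labelled ∆*wc-1* the median was only 0.0181. With 1 of the libraries labelled ∆*wc-1* left out, the last value became 0.0483 to 1.47, the highest without their light replicate 1. A library left out by the paper was tested as a cause for the wild type. With 1 library left out, the smallest difference was 0.318, without light replicate 1, which argues against it. Of the genes the paper lists as lower in the ∆*wc-1* mutant in the dark, 11 had no count in any of the 24 libraries. The paper gives these genes log2 fold changes of -29.2 to -25.0, which counts of 0 cannot give. These entries thus came from other counts than those used here. Whether other entries did was not tested, so differences for the wild type and ∆*ve-1* need not come from the tool or the fit.

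Some libraries labelled ∆*ve-1* ∆*wc-1* were alike across light conditions. Dark replicate 1 and light replicate 3 had a Spearman correlation across genes of 0.992, dark 2 and light 2 of 0.964 and dark 3 and light 1 of 0.963, against at most 0.945 within the dark or the light libraries of this strain; genes are not independent replicates. The first pair had the highest value of all pairs of libraries. Dark 3 and light 3 reached 0.953, and dark 2 and light 2 were each nearer to ∆*ve-1* dark replicate 1, at 0.969 and 0.971. No library was a copy of another. No explanation was tested.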
